# Co-expression analysis reveals dysregulated miRNAs and miRNA-mRNA interactions in the development of contrast-induced acute kidney injury

**DOI:** 10.1371/journal.pone.0218574

**Published:** 2019-07-15

**Authors:** Zhiqing Wang, Weiwei Bao, Xiaobiao Zou, Ping Tan, Hao Chen, Cancan Lai, Donglin Liu, Zhurong Luo, Mingfang Huang

## Abstract

The pathogenesis of contrast-induced acute kidney injury (CI-AKI) is incompletely understood. MicroRNAs (miRNAs) are important mediators that normally function via post-transcriptional degradation of target mRNAs. Emerging evidence indicates the appearance of differentially expressed (DE) miRNAs in CI-AKI following the injection of intravenous contrast medium. However, there are differences in the pathological mechanism and incidence of CI-AKI between intravenous and intra-arterial contrast administration. The present study aimed to investigate the critical roles of dysregulated miRNAs and their associated mRNAs in kidney injury following intra-arterial contrast medium exposure. Based on a reliable CI-AKI rat model, we conducted genome-wide miRNA and mRNA expression profiling analysis using deep sequencing. In the study, 36 DE mature miRNAs were identified (fold change > 1.5 and p value < 0.05) in the kidneys of CI-AKI rats (n = 3) compared with that in the controls (n = 3), consisting of 23 up-regulated and 13 down-regulated DE miRNAs. Bioinformatic analysis revealed that wingnut (Wnt), transforming growth factor beta (TGF-β), and 5'-AMP-activated protein kinase (AMPK) signaling pathways were most likely to be modulated by these dysregulated miRNAs. Around 453 dysregulated genes (fold change > 2.0 and p value < 0.05) were identified. Integrated analysis revealed 2037 putative miRNA-mRNA pairs with negative correlations. Among them, 6 DE miRNAs and 13 genes were selected for further quantitative real-time reverse transcription polymerase chain reaction validation (n = 6 for each group), and a good correspondence between the two techniques was observed. In conclusion, the present study provided evidence of miRNA-mRNA interactions in the development of kidney injury following an intra-arterial contrast injection. These findings provide insights into the underlying mechanisms of CI-AKI.

## Introduction

Contrast-induced acute kidney injury (CI-AKI) is an iatrogenic complication that frequently develops after cardiac catheterization procedures involving the administration of iodinated contrast media (CM). CI-AKI has emerged as one of the most important causes of hospital-acquired acute renal failure, accounting for 10–25% of all cases [1–3]. The onset of CI-AKI is significantly associated with adverse events, including increased mortality and a long-term decline in kidney function [4–6]. Despite advances in the introduction of safer CM and the optimized of hydration protocols, CM continues to pose a substantial threat of CI-AKI in vulnerable renal patients [7]. Research has identified several potential routes for the pathogenesis of CI-AKI, including direct cytotoxic effects, medullary hypoxia, and the perturbation of renal tubulodynamics [8]. However, the precise molecular pathways remain poorly understood, resulting in the absence of specific preventive strategies or sensitive biomarkers for early diagnosis.

MicroRNAs (miRNAs) are a class of evolutionarily conserved endogenous small non-coding RNAs (~22 nt), which normally regulate the stability and translational efficiency of target messenger RNAs (mRNAs) by binding to the complementary sequence [9, 10]. It is estimated that over 60% of mRNAs are regulated by miRNAs, and one single miRNA may modulate more than one hundred mRNAs [11]. A growing body of evidence has demonstrated that these tiny molecules control diverse cellular processes, from development to diseases [10, 12–15] by interfering with gene expression and downstream signaling cascades [16].

MiRNAs are reported to have critical roles in the development of kidney diseases, including acute kidney injury [17–21]. For instance, miR-494 and miR-21 are involved in apoptotic and inflammatory pathways in ischemia-reperfusion models of kidney injury [18–20]. In addition, miR-34a shows protective effects on cell survival during cisplatin nephrotoxicity [21]. Moreover, studies concerning miRNA expression in CI-AKI have been carried out and the levels of several miRNAs, including miR-188-5p, miR-30a, miR-30c, and miR-30e, have been identified as elevated in the plasma and kidneys of rat models [22, 23]. However, we noted that CM was administered via the tail vein in these models, which is different from the clinical practice of coronary angiography. As reported in previous studies, the incidence of CI-AKI is substantially higher following intra-arterial CM injection compared with that induced by intravenous CM injection [24, 25], largely because of the dilution effect of the blood on the CM before the kidney is exposed. To the best of our knowledge, the expression profiles of miRNAs in CI-AKI after intra-arterial CM administration have not been explored.

In the present study, a reliable rat model of CI-AKI that is mostly analogous the clinical condition of arteriography was developed with a significant rise in serum creatinine (SCr) over baseline, which was based on a previously described method with some modifications [26]. The differentially expressed (DE) miRNAs, as well as mRNAs, in the renal tissue between CI-KAI rats and controls were identified using state-of-the-art RNA-sequencing technology. The key miRNA-mRNA communication networks were then illustrated using integrated miRNA-mRNA functional analysis. The candidate miRNAs and mRNAs were then rigorously validated using quantitative real-time reverse transcription polymerase chain reaction validation (RT-qPCR). This study was undertaken to address miRNA-mRNA modulation of the development of CI-AKI.

## Materials and methods

### Materials and animals

Indomethacin and N-ω nitro-L-arginine methyl ester (L-NAME) were purchased from Sigma Chemical Co. (St. Louis, MO, USA). Indomethacin, an inhibitor of prostaglandin synthesis, was dissolved in phosphate buffer (pH 8.4) at 5 mg/ml. L-NAME, an inhibitor of nitric oxide synthesis, was dissolved in 0.9% normal saline at 10 mg/ml immediately before injection. The combined inhibition of the synthesis of prostaglandin by indomethacin and nitric oxide by L-NAME may induce renal vasoconstriction and predispose the kidney to injury. Iopromide (Ultravist 370; 370 mg/ml iodine), a nonionic monomeric low-osmolarity CM widely used in clinical practice, was obtained from Bayer Co. (Leverkusen, Germany). We used 3-month-old male Sprague-Dawley rats (Fujian Medical University breed, China), weighing approximately 300–400 g at the start of the experiment, which were kept in individual cages under controlled conditions of light (12 hours/12 hours light/dark cycle) and temperature (21–23°C), with free access to tap water and standard rat chow for least 7-days for adaption. The animal protocols were conducted according to the Guiding Principles in the Use of Animals of 900 Hospital of the Joint Logistics Team, and were approved by the animal experiment ethics review committees of 900 Hospital of the Joint Logistics Team (Approval number IACUC-2017-17).

### Rat model of CI-AKI and sample collection

Rats were deprived of water for 48 hours and then deeply anaesthetized using pentobarbital sodium (40 mg/kg, i.p.). The right femoral vein and carotid artery were cannulated using short peripheral catheters that are widely used in nursing practice (24 G × 21 mm, SPECATH, Foshan, China), and a baseline blood sample was drawn (1 ml) from the carotid artery to determine the SCr level. Then, indomethacin (5 mg/ml) was administrated intravenously at a dose of 10 mg/kg. Fifteen minutes later, L-NAME (10 mg/ml) at a dose of 10 mg/kg was administered. After another 15 minutes, the rats were randomized to receive iopromide (CI-AKI group, n = 9) or normal saline (Control group, n = 9) at a dose of 7.8 ml/kg via the carotid artery cannulation over a time course of 5 minutes. The rats were then allowed to recover in individual cages with free access to tap water and standard chow. At 12 hours post-operation, a second set of arterial blood samples was obtained under anesthesia. Thereafter, both kidneys were harvested and bisected longitudinally immediately after removing blood cells by perfusing with 0.9% normal saline through the bilateral renal arteries. Then, the rats were euthanized with an overdose of pentobarbital anesthesia (200 mg/kg, i.p.). The levels of SCr were measured at the hospital clinical laboratory using a standard method. One-half of the left kidney, containing the cortex and medulla, was sliced and fixed in the RNAsafety Reagent (Bohao, Shanghai, China) for RNA isolation. The RNA samples were then transferred to a −20°C freezer until use. The right kidney, containing the cortex and medulla, was fixed in 10% neutral formalin liquid for histological analysis. The histological samples were embedded in paraffin, sectioned at 3 to 4 μm thick, visualized using hematoxylin and eosin (H&E) staining, and then evaluated under a light microscope. The slides of each sample were reviewed blindly, and the Paller score was calculated to determine the severity of tubular injury [27]. Detailed laboratory protocols have been deposited in protocols.io (http://dx.doi.org/10.17504/protocols.io.z6bf9an).

Continuous data, such as SCr and the Paller score, are presented as mean ± standard deviation (SD). Comparisons of means between the two groups were performed using a two-tailed Student's t-test. A *P*-value < 0.05 was considered significant.

### Extraction and quantification of total RNA

Total RNA was extracted from kidney tissue samples using a mirVana miRNA Isolation Kit (Ambion, Austin TX, USA) following the manufacturers' instructions. The quantity and integrity of the total RNA were measured using a Nanodrop spectrophotometer (ND-1000, Nanodrop Technologies, Thermo Fisher Scientific, Waltham, MA, USA) and an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). The concentration of total RNA ranged from 942 to 2170 ng/μl. Samples with an RNA Integrity Number ≥ 7.0 and a 28s:18s ratio ≥ 0.7 were eligible for sequencing analysis of miRNAs and mRNAs, and for validation by RT-qPCR.

### Small RNA sequencing and functional analysis

Small RNA libraries were prepared using a Illumina TruSeq Small RNA Sample Preparation Kit (Illumina Inc., San Diego, CA, USA). The 18–44 nt RNAs from the total RNA samples were purified using 15% polyacrylamide gel electrophoresis. These small RNAs were ligated with the 5’ and 3’ RNA adaptors, and then purified using polyacrylamide gel electrophoresis. After first-strand reverse transcription and high-fidelity PCR amplification, a Qubit 2.0 Fluorometer and Agilent 2100 system were used to determine the quality and size of the library, respectively. The final libraries were then submitted for miRNA sequencing on the Illumina HiSeq 2500 platform (Illumina Inc., San Diego, CA, USA). To identify the miRNAs, the clean reads were mapped to the reference genome (ftp://ftp.ensembl.org/pub/release-83/fasta/rattus_norvegicus/dna/Rattus_norvegicus.Rnor_6.0.dna_rm.toplevel.fa.gz) using Bowtie [28], with only one base mismatch allowed. After excluding reads matching tRNAs, rRNAs, snRNA, and snoRNAs, reads matching annotated miRNAs were retrieved from miRbase (version 21.0; http://mirbase.org/). The unmatched reads were analyzed using miRCat (http://srna-workbench.cmp.uea.ac.uk/tools/analysis-tools-/mircat) to predict novel miRNAs. The Bioconductor package, edgeR, was used for differential expression analysis in the miRNA sequencing data [29]. The DE miRNAs between the CI-AKI rats and the controls were determined according to a fold change ≥ 1.5 and a *P*-value < 0.05.

Putative target genes of the candidate miRNAs were predicted using the miRanda database [30]. The miRanda algorithm is mainly based on these three aspects: Sequence complementarity, binding energy of the miRNA-target duplex, and the evolutionary conservation of the target site. Alignment score and free energy were selected as the sorting criteria for conserved target sites, with thresholds of S > 90 and △G < 17 kcal/mol. On the condition that multiple miRNAs targeted the same site on a transcript, the Greedy algorithm was applied, and only the miRNA with the highest alignment score and the lowest energy was reported [31]. The target genes of known miRNAs were then annotated using miRTarBase [32]. To better understand the DE miRNAs and their putative targets, gene ontology (GO) term analysis was performed for functional classification, including biological process, cellular component and molecular function [33]. Association of the putative targets with different pathways was analyzed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [34]. The hypergeometric test was performed to identify of the significant GO terms and KEGG pathways using the criteria of a *P*-value < 0.05.

### mRNA sequencing and data analysis

To construct mRNA libraries, total RNA of each sample was assessed for fragmentation. RNA-sequencing (RNA-seq) libraries were prepared after ribosomal depletion using the VAHTS Total RNA-Seq (H/M/R) Library Preparation Kit, according to the manufacturer’s recommendations (Vazyme, Nanjing, China). Following cDNA preparation, the samples were sequenced using the paired end read method (2 × 100 bp) on the Illumina HiSeq X Ten platform (Illumina Inc., San Diego, CA, USA). For mRNA expression calculation, the fragments per kilobase of transcript per million mapped reads (FPKM) method was used in the StringTie and trimmed mean of M values algorithms [35]. EdgeR was used for differential expression analysis in the mRNA sequencing data [29]. The DE mRNAs were determined using a greater than 2.0-fold change and a *P*-value < 0.05.

### miRNA-mRNA integrated analysis

Integrated functional network analysis of the normalized miRNA and mRNA sequencing data was performed according to the RNAhybrid (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid/) and Targetscan databases (http://www.targetscan.org/). Generally, the miRNA-mRNA pairs were expected to be negatively correlated, because miRNAs function to down-regulate their target mRNAs. Pearson correlation coefficients were calculated between each miRNA and its target mRNA. The mRNAs that were significantly anticorrelated with particular miRNAs were selected, with a *P*-value of the correlation coefficient < 0.05. The miRNA-mRNA integrated networks were then presented using Cytoscape [36].

### Validation using RT-qPCR

The candidate DE miRNAs and mRNAs were quantified using Taqman miRNA assays (Applied Biosystems, Carlsbad, CA, USA) following the manufacturer’s protocol. DNA-free RNA samples were extracted as mentioned above. All the specific primers were designed and synthesized using Primer 5.0. RT-qPCR was carried out in triplicate using a miScript II RT kit (QIAGEN, Hilden, Germany) and a 7500 Real-Time PCR System (ABI, Foster City, CA, USA). The U6 small nuclear RNA and the *Gapdh* gene (encoding glyceraldehyde-3-phosphate dehydrogenase) were used as internal control for miRNAs and mRNAs, respectively. The expression levels of miRNAs and mRNAs were normalized and quantified using the 2^-ΔΔ Ct^ method [37]. The relative levels of miRNAs and mRNAs were presented as the mean ± SD. Statistical analysis was performed using Student’s t test, and a *P*-value < 0.05 was considered significant.

## Results

### Functional and histopathological observation

A total of eighteen male Sprague-Dawley rats were randomly divided into the CI-AKI group (n = 9) and control group (n = 9). No significant difference was observed for body weight or SCr levels before contrast injection between the groups (Table 1 and S1 Table, *P* > 0.05). As expected, the administration of CM, following pretreatment by indomethacin and L-NAME, induced remarkable renal dysfunction at 12 hours post-procedure. The average elevation of SCr was (59.9 ± 23.0) % over baseline in the CI-AKI rats, compared with (-10.5 ± 17.1) % in the control rats injected with normal saline (Table 1, *P* < 0.05). Pronounced histopathological alterations in the tubular epithelial cells of the inner and outer medulla were observed in the CI-AKI rats, including vacuole-like denaturation, nucleus pyknosis, and apoptotic body formation (Fig 1A). These pathological findings were consistent with those of previous studies [38, 39]. Additionally, the mean Paller score for the CM- treated kidneys was 8.2 ± 0.9, whereas that for the controls was 3.6 ± 1.2 (Fig 1B, *P* < 0.05), indicating a greater extent of tubular injury after CM intervention.

**Fig 1:**
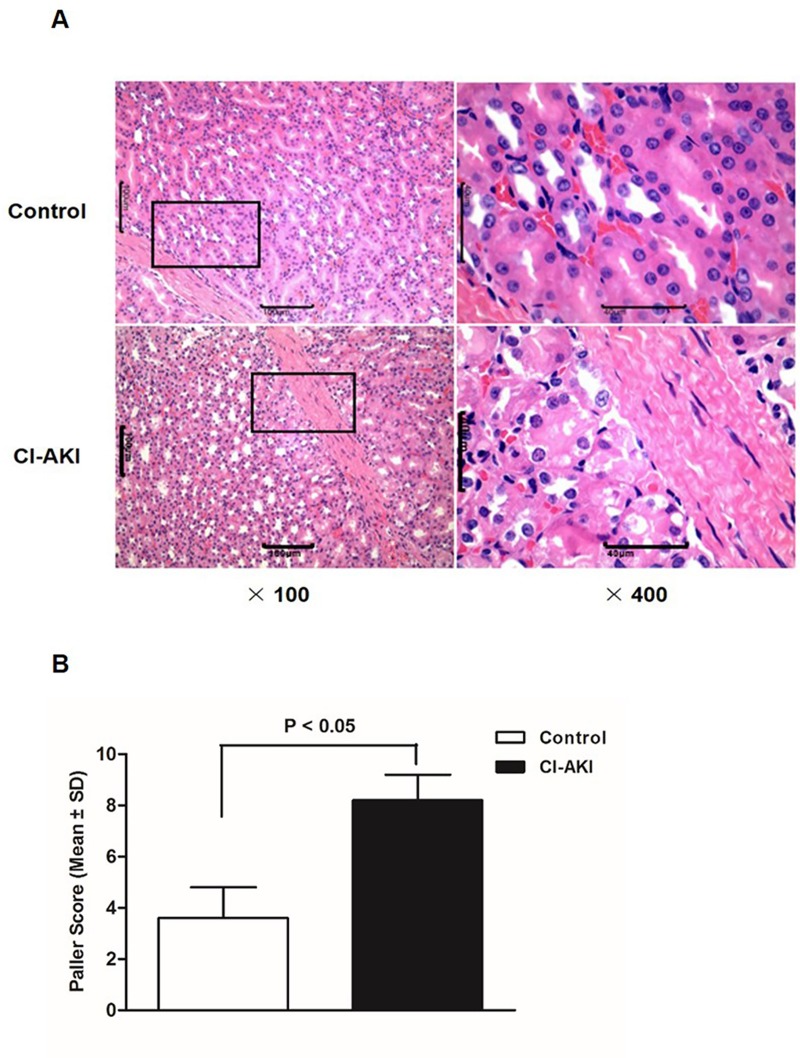
Histopathological assessment of the kidneys of the control rats and CI-AKI rats by H&E staining. (A) CM treatment induces representative histopathological changes in the outer medulla of H&E-stained kidney sections. (B) Tubular injury is graded by the Paller score, a semi-quantitative evaluation. For each kidney section, 100 tubules from 10 highmagnification (×200) fields of the inner and outer medulla are scored. The average Paller score is much higher in CI-AKI rats than controls ((8.2 ± 0.9) vs. (3.6 ± 1.2), *P* < 0.05).

**Table 1:** Baseline characteristics of experimental groups and the effects of contrast medium on changes in SCr elevation.

Group	Body weight (g)	SCr (μmol/L)		Percent increment of SCr (%)
		Baseline	End	
Control (n = 9)	370.8 ± 28.3	53.3 ± 9.2	47.9 ± 13.1	-10.5 ± 17.1
CI-AKI (n = 9)	342.2 ± 36.1	43.9 ± 12.3	69.5 ± 18.7*	59.9 ± 23.0*

Data are mean ± SD. Statistical analysis was performed using Student’s t test.

*P < 0.05 vs. control group.

### Identification of DE miRNAs

In the miRNA expression profiling by deep sequencing, six rats were selected from the CM group (n = 3) and the control group (n = 3), respectively. The raw data were deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130796). We identified that 72 out of 673 miRNAs were aberrantly expressed in the CI-AKI rat model compared with that in the control group, including 36 mature miRNAs and 36 novel miRNAs (S2 Table). Hierarchical clustering analysis of the DE miRNAs with the highest variability is shown as a heat-map in Fig 2. As shown in Table 2, we subsequently focused on the 36 mature miRNAs, among which 23 were upregulated and 13 were downregulated. Among them, rno-miR-30c-5p, rno-miR-191a-5p, and rno-miR-126a-5p were the most abundant in the kidneys of CI-AKI rats. Rno-miR-122-5p was overexpressed with the highest fold change of 42.9, while rno-miR-1298 was downregulated with the highest fold change of 9.6. Notably, rno-miR-188-5p and rno-miR-30c-5p had been identified as dysregulated in rodent kidney tissues following intravenous CM injection [22, 23]. Three miRNAs (rno-miR-126a-5p, rno-miR-363-3p, and rno-miR-674-3p) were found previously to be upregulated in the plasma of CI-AKI rats [22]. However, the majority of these mature miRNAs had not been linked previously to CI-AKI according in the published literature.

**Fig 2:**
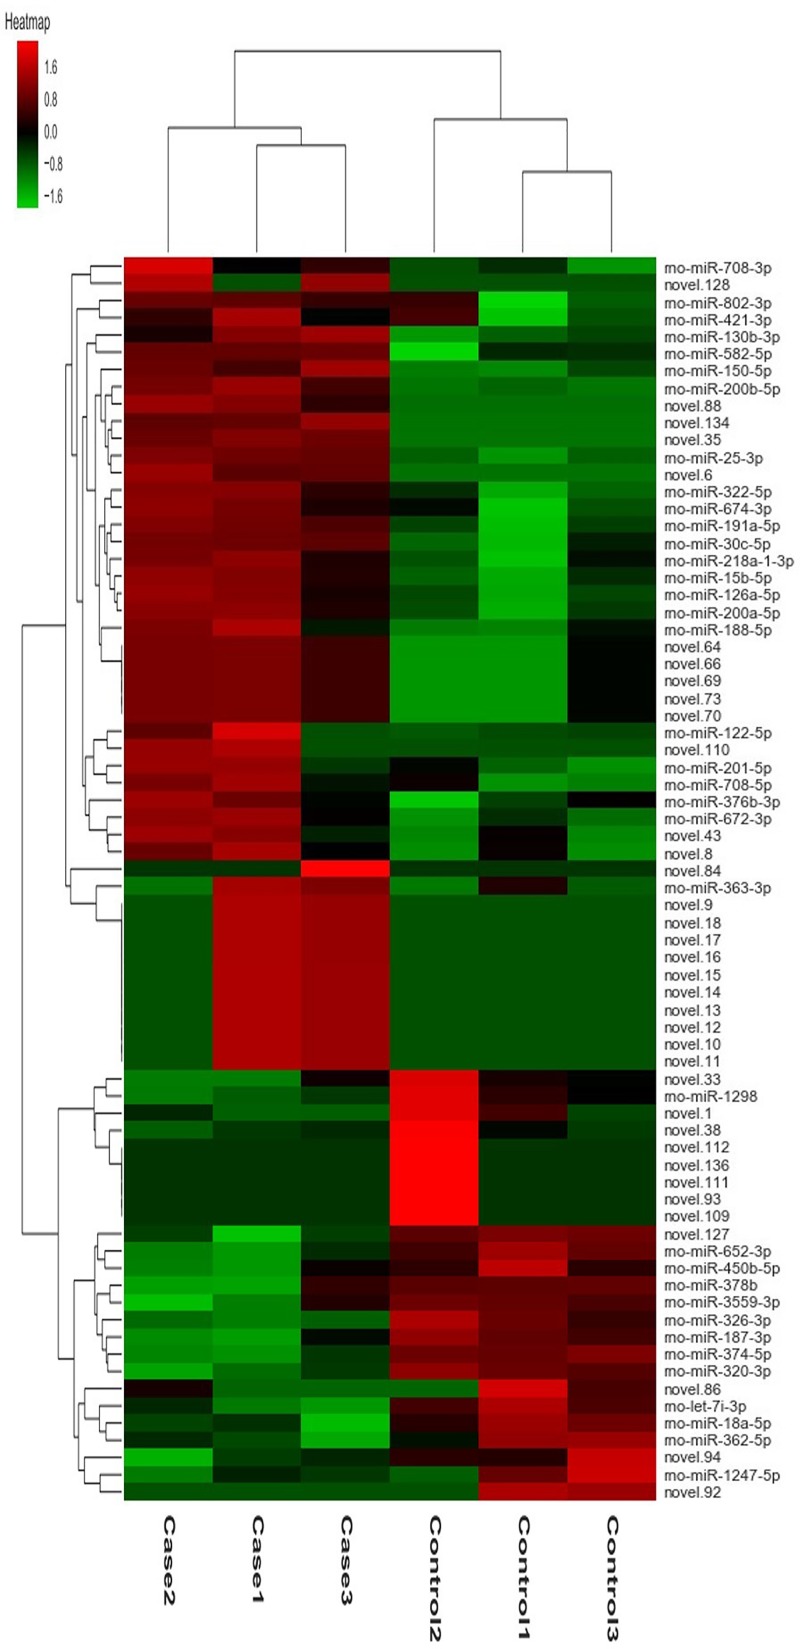
Hierarchical clustering analysis of the 72 DE miRNAs in the CI-AKI and control group. Each group includes 3 duplicates. The DE miRNAs includes 36 mature and 36 novel ones (*P* < 0.05). Colors from green to red represent the miRNA expression abundance from poor to rich.

**Table 2:** List of DE mature miRNAs in kidneys of CI-AKI rats.

Upregulated miRNAs	Fold change	*P* value	Downregulated miRNAs	Fold change	*P* value
rno-miR-122-5p	42.92	<0.001	rno-miR-1298	-9.61	0.042
rno-miR-126a-5p	2.60	<0.001	rno-miR-378b	-2.39	0.004
rno-miR-376b-3p	2.45	0.011	rno-miR-362-5p	-2.26	0.037
rno-miR-322-5p	2.41	<0.001	rno-miR-374-5p	-2.17	<0.001
rno-miR-200a-5p	2.24	<0.001	rno-miR-1247-5p	-2.00	0.007
rno-miR-708-5p	2.08	0.005	rno-miR-18a-5p	-1.71	0.005
rno-miR-363-3p	1.94	0.020	rno-let-7i-3p	-1.68	0.002
rno-miR-708-3p	1.93	0.015	rno-miR-326-3p	-1.68	<0.001
rno-miR-201-5p	1.90	0.002	rno-miR-652-3p	-1.68	<0.001
rno-miR-672-3p	1.89	0.038	rno-miR-187-3p	-1.66	0.002
rno-miR-802-3p	1.87	0.013	rno-miR-450b-5p	-1.62	0.003
rno-miR-191a-5p	1.82	<0.001	rno-miR-320-3p	-1.53	<0.001
rno-miR-200b-5p	1.75	<0.001	rno-miR-3559-3p	-1.51	0.031
rno-miR-25-3p	1.73	<0.001			
rno-miR-218a-1-3p	1.72	0.007			
rno-miR-188-5p	1.67	0.001			
rno-miR-30c-5p	1.67	<0.001			
rno-miR-15b-5p	1.63	<0.001			
rno-miR-421-3p	1.59	0.035			
rno-miR-150-5p	1.57	<0.001			
rno-miR-674-3p	1.57	0.009			
rno-miR-130b-3p	1.53	0.006			
rno-miR-582-5p	1.52	0.017			

To understand the biological and functional implications of these miRNAs and their putative targets in the development of CI-AKI in depth, GO functional enrichment and KEGG pathway analyses were conducted. In the GO analysis results, the enriched categories included 818 different “biological processes”, 106 different “cellular components”, and 148 different “molecular functions” (S3 Table). Thirty most significantly enriched GO terms are shown in Fig 3A. The transcripts were further assembled in 36 potential pathways in the KEGG analyses (S4 Table), and the top 30 are shown in Fig 3B. Generally, “signal transduction”, “immune system”, and “cell growth and death” were identified as three noteworthy categories. Among the canonical pathways were the “Wnt signaling pathway”, “TGF-β signaling pathway”, and “AMPK signaling pathway”. These pathways are liable to be involved in inflammatory and adaptive responses following kidney injury [40–42].

**Fig 3:**
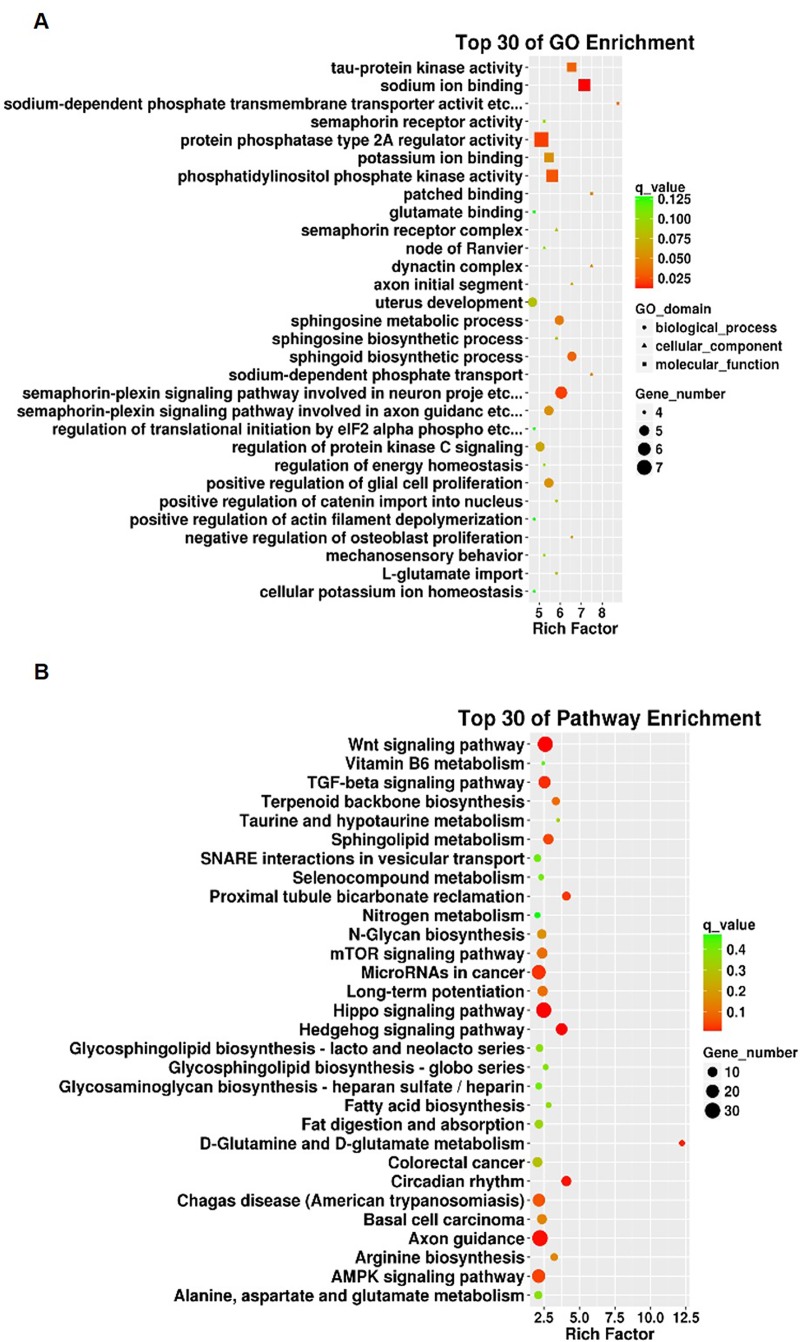
Functional enrichment analysis of the mature DE miRNAs and their putative targets. (A) The enriched top 30 GO terms (*P* < 0.05). (B) The enriched top 30 pathways of KEGG analysis (*P* < 0.05).

### Identification of DE mRNAs

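Kidney RNA from 3 CI-AKI rats and 3 controls was sequenced, with a separate library for each rat. The male Sprague-Dawley rats had been deprived of water for 48 hours and had received indomethacin and L-NAME, each at a dose of 10 mg/kg. The CI-AKI rats then received the contrast medium iopromide and the controls received normal saline, both at 7.8 ml/kg via the carotid artery. The kidneys were perfused with saline and harvested 12 hours after the operation, and RNA came from a piece of the left kidney that contained the cortex and the medulla. The authors deposited the number of reads counted on each gene in each library, without normalization, together with an FPKM value for each gene. Between 20649311 and 21615180 reads per control were counted on genes, with a median of 20970665. The CI-AKI libraries had between 20094729 and 23058144 reads, with a median of 20181532. The counts were normalized here by the trimmed mean of M values (TMM), whose factors ranged from 0.991 to 1.01, and are given as CPM, the counts scaled to a library of 1000000 reads, with the SD over the 3 rats of a group. A number of 3 counts was taken as the smallest that a library can show, which corresponded to between 0.130 and 0.149 CPM. That floor covers counting error only. Fold changes are those of the CI-AKI group over the control group and were tested by edgeR's quasi-likelihood test. With 3 rats against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so it was only recorded whether the values of the 2 groups overlapped. Gene positions are those of the authors' table, and the paper's text names no genome build for the mRNA reads.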

Global mRNA expression profiling was performed on three CI-AKI specimens and three controls. The raw data were deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130795). A total of 19732 transcripts had detectable expression. 

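At least 1 count in at least 1 of the 6 libraries was recorded for 20878 of the 30957 genes in the authors' table, and the same number of genes had an FPKM above 0. A total of 16760 genes had at least 1 count in every library. In a single library, between 18460 and 18644 genes had at least 1 count. Stricter filters on low counts kept fewer genes, 14564 with edgeR's filterByExpr and 13796 with at least 10 counts in every library. With each rat left out in turn, between 20630 and 20681 genes were detectable.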

We excluded most of the detectable transcripts according to the stringent screening criteria of a fold change ≥ 2.0 and a *p*-value < 0.05. 

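A DE gene was required to have a fold change of at least 2 and an unadjusted p under 0.05, and every gene with a count in any library was tested. An unadjusted p under 0.05 was found for 2196 genes, of which 414 also had the fold change. After adjustment over all genes tested, 0 genes had an adjusted p under 0.05. The smallest was that of *Rasd2* (adjusted p = 0.0597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the same adjustment, 42 genes had a fold change of at least 2 and an adjusted p under 0.05 by edgeR's exact test over all genes tested, and 61 by DESeq2's Wald test over the genes that pass its independent filtering. The common biological coefficient of variation between rats of a group was 0.211. For 298 of the 414 DE genes (72.0%), the values of the 3 CI-AKI rats all lay on one side of the values of the 3 controls. A high share follows from choosing these genes by their difference between the same 6 libraries, so it is no evidence of a difference. Among all genes tested, which were not chosen in this way, the values were separated in 15.5%, and chance gives 10% for a single gene. Genes vary together across the 6 libraries, so these shares do not decide whether the groups differ. Every library had fewer than 10 counts for 118 of the DE genes. For 146 of them, no library of the group with the lower expression had more than 3 counts. Against the floor, only a lower bound can be given for such a gene, and the fitted fold change is not that bound. For *Hcar2*, the fitted fold change was 7.09 and the bound was 4.95, computed from the mean of the CI-AKI rats without their spread. Among the alternative tests and filters, the number of DE genes moved most with limma's trend test on log2(FPKM + 1), which called 40 genes. It rose to 976 genes when CI-AKI rat 3 was left out.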

Finally, 453 DE genes were identified. Among them, 276 were upregulated in CI-AKI, whereas the remaining 177 were downregulated (S5 Table). These included inflammation related genes *Gpnmb* (glycoprotein Nmb) [43] and *Cstb* (cystatin B) [44], cell death related gene *Gng7* (G protein subunit gamma 7) [45], as well as the renal protective gene *Gstm1* (glutathione S-transferase Mu 1) [46]. These specific genes and their functions merit further investigation. 

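In the present test, 226 of the DE genes were upregulated in the CI-AKI rats and 188 were downregulated, so that 54.6% were upregulated. This share fell to 46.1% with limma's trend test on log2(FPKM + 0.1), which called 147 genes as upregulated and 172 as downregulated. With each rat left out in turn, it ranged from 41.8%, without CI-AKI rat 3, to 62.5%, without CI-AKI rat 2. The readable part of S5 Table lists 392 of the paper's DE genes. All 392 changed here in the direction that the paper gives, and 296 of them (75.5%) were DE genes in the present test as well. Because S5 Table was made from the same libraries, this overlap compares tests and is not a replication. The present test called 118 genes that are not in the readable part of S5 Table.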

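*Gpnmb* (ENSRNOG00000008816) lies on chromosome 4 from 78694447 to 78715683. Its expression was 89.3 ± 62.4 CPM (SD, n = 3) in the CI-AKI rats and 12.8 ± 4.39 CPM (SD, n = 3) in the controls, a log2 fold change of 2.81 (standard error 0.64, adjusted p = 0.412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cstb* (ENSRNOG00000001201) lies on chromosome 20 from 10966331 to 10968432. It was expressed at 260 ± 117 CPM in the CI-AKI rats and at 107 ± 23.5 CPM in the controls, a log2 fold change of 1.28 (standard error 0.34, adjusted p = 0.412 from the same test). The *Cstb* values of the 2 groups overlapped, since CI-AKI rat 3 (133 CPM) was below control rat 2 (134 CPM). *Gng7* (ENSRNOG00000019857) lies on chromosome 7 from 11582984 to 11628929. It was lower in the CI-AKI rats (20.9 ± 4.92 CPM) than in the controls (47.8 ± 3.38 CPM), with a log2 fold change of -1.19 (standard error 0.17, adjusted p = 0.359). *Gstm1* (ENSRNOG00000029726) lies on chromosome 2 from 210803869 to 210809306. Its expression was 145 ± 65.8 CPM in the CI-AKI rats and 42.6 ± 8.92 CPM in the controls, a log2 fold change of 1.76 (standard error 0.36, adjusted p = 0.385). *Gstm1* belongs to a family of similar genes among which the authors' counting could have split reads, and the summed CPM of 7 *Gstm* genes had a log2 fold change of 0.97. The unadjusted p of each of these genes was under 0.05. With Benjamini-Hochberg adjustment, 3 of the 4 genes had an adjusted p under 0.05 by edgeR's exact test over all genes tested, and all 4 by DESeq2's Wald test over the genes that pass its independent filtering. In the paper's S5 Table, the q-value was under 0.05 for all 4 genes. With each rat left out in turn, *Gpnmb*, *Gng7* and *Gstm1* had a fold change of at least 2 and an unadjusted p under 0.05 in all 6 fits, and *Cstb* in 5 of 6. The paper counts these genes among its DE genes, relates *Gpnmb* and *Cstb* to inflammation, *Gng7* to cell death and *Gstm1* to renal protection by citing earlier work, and states that they merit further study.

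**Figure D1:**
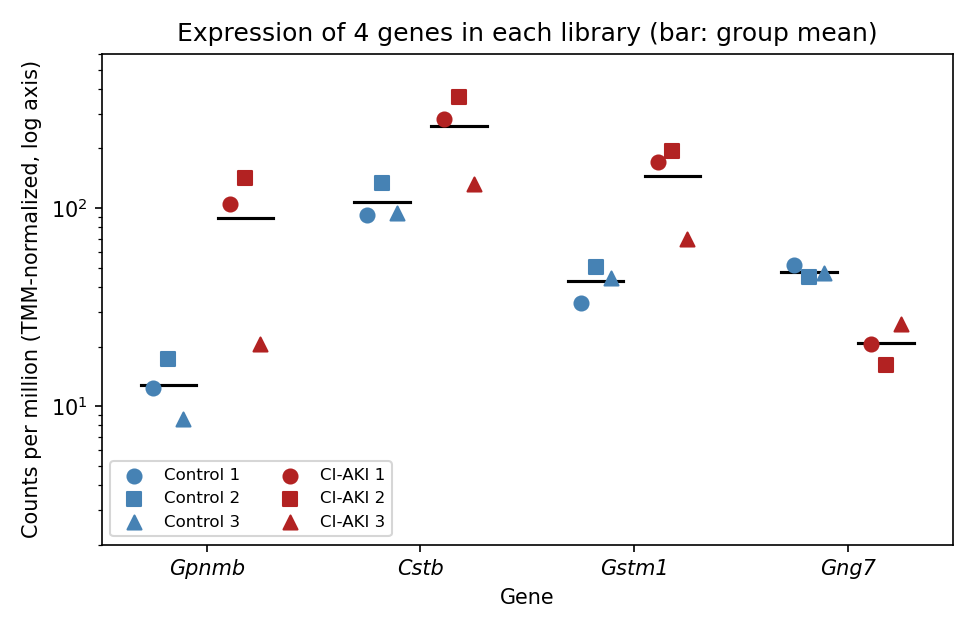
Expression of *Gpnmb*, *Cstb*, *Gstm1* and *Gng7* in the 6 kidney libraries, as TMM-normalized CPM on a log axis. Each point is a rat, and bars are the means of 3 rats; CI-AKI rat 3 is the CI-AKI rat nearest the controls for all 4 genes.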

The DE genes were further visualized in a heat-map (Fig 4).

**Fig 4:**
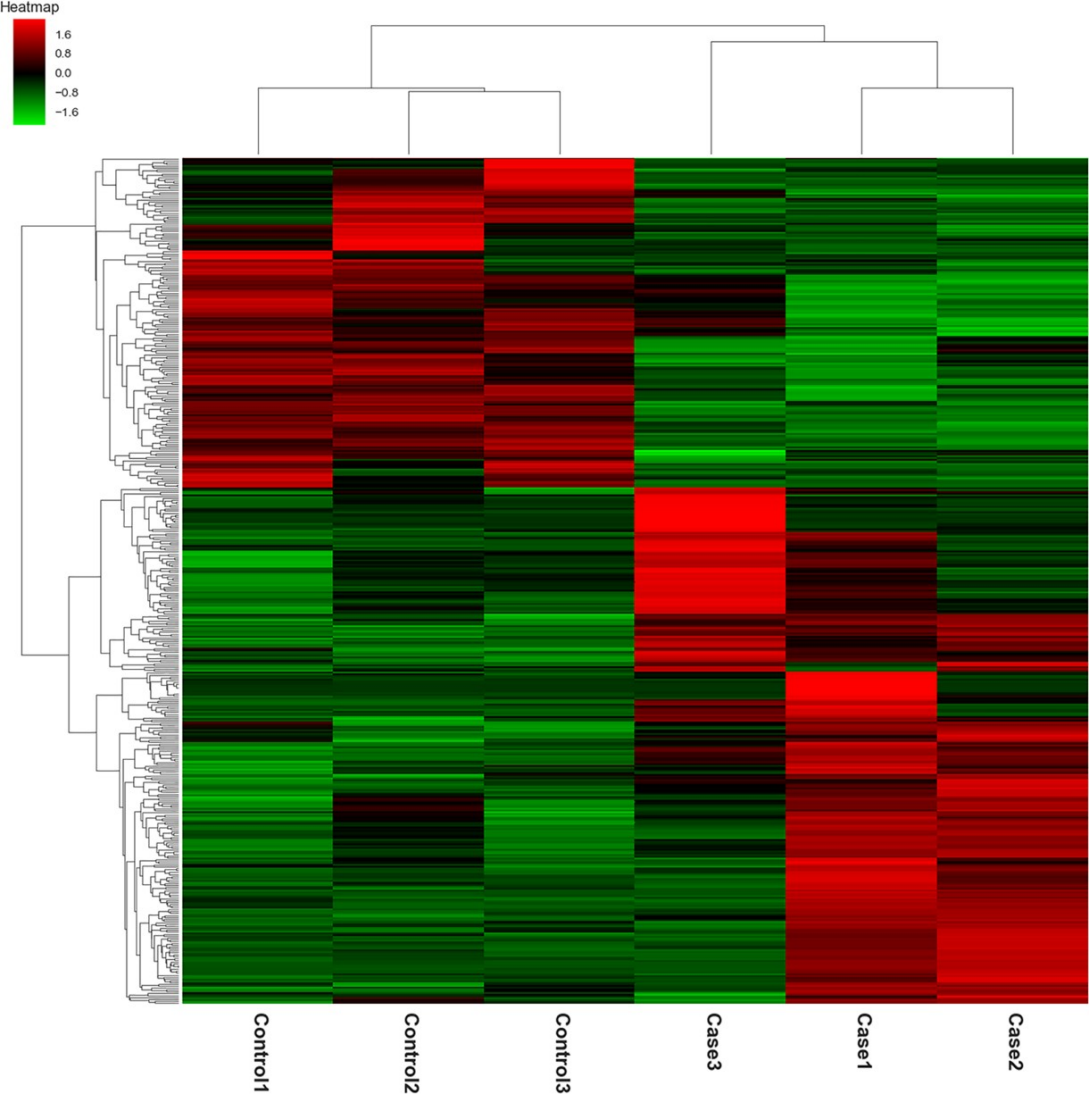
Hierarchical clustering analysis of the 453 DE mRNAs in the CI-AKI and control group (*P* < 0.05). Each group includes 3 duplicates. Colors from green to red represent the gene expression abundance from poor to rich.

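The 6 libraries were also compared over the 14564 genes with enough counts, as log2 CPM. In an average-linkage clustering over these genes, CI-AKI rats 1 and 2 formed one cluster, and CI-AKI rat 3 fell into the other cluster with the 3 controls. Over the 414 DE genes called here, the 3 CI-AKI rats formed one cluster and the 3 controls the other, which is a property those genes were chosen for. The first principal component carried 46.0% of the variance and separated CI-AKI rats 1 and 2 (40.3 and 39.1) from CI-AKI rat 3 (-33.6). The controls had values of -19.9, -6.82 and -19.1 on it. Across genes, which are not independent replicates, Pearson's r was 0.989 between CI-AKI rats 1 and 2, but 0.962 and 0.960 between CI-AKI rat 3 and those rats. It was between 0.975 and 0.978 between CI-AKI rat 3 and the controls, and between 0.982 and 0.984 among the controls.

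**Figure D2:**
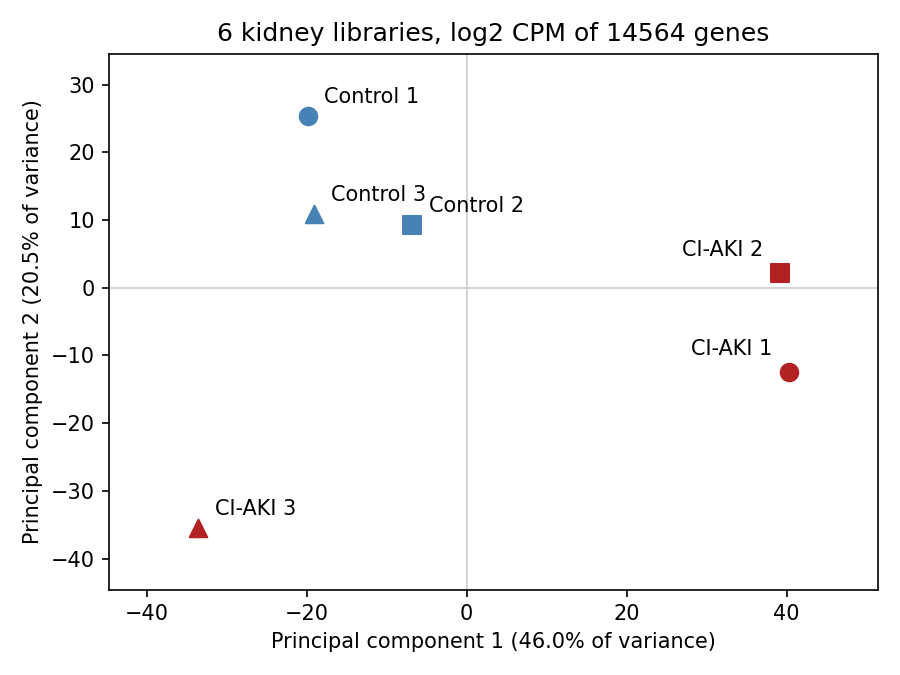
First and second principal components of the log2 CPM of 14564 genes in the 6 kidney libraries. Each point is a library; CI-AKI rats 1 and 2 are at the right, and CI-AKI rat 3 is at the lower left, on the side of the controls along the first component.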

### Integrative analysis of putative miRNA-mRNA interactions

In the subsequent *in silico* analysis, a co-expression network of DE miRNAs and their target genes was performed to investigate miRNA-mediated post-transcriptional regulation in the development of CI-AKI. The potential relationships were predicted using TargetScan and miRanda. Consequently, 2037 miRNA-mRNA pairs with negative correlations, as well as 2746 pairs with positive correlations, were included in the network (S6 Table). Broadly speaking, upregulated miRNAs generally coincided with downregulated target mRNAs and vice versa. Therefore, those pairs where the miRNA and mRNA expression levels changed in the same direction were filtered out. We further focused on the 2037 negative miRNA-mRNA pairs, consisting of 35 mature miRNAs and 348 DE mRNAs (S1 Fig). The number of predicted targets for each miRNA ranged from 1 to 152. Only rno-miR-1247-5p was not significantly correlated with any target mRNA, and 105 mRNAs were not negatively targeted by any of the DE miRNAs. The top 200 most correlated pairs, composed of 25 dysregulated miRNAs and 112 dysregulated mRNAs, were visualized in Fig 5 (Pearson’s correlation coefficient > 0.961, *P* < 0.002).

**Fig 5:**
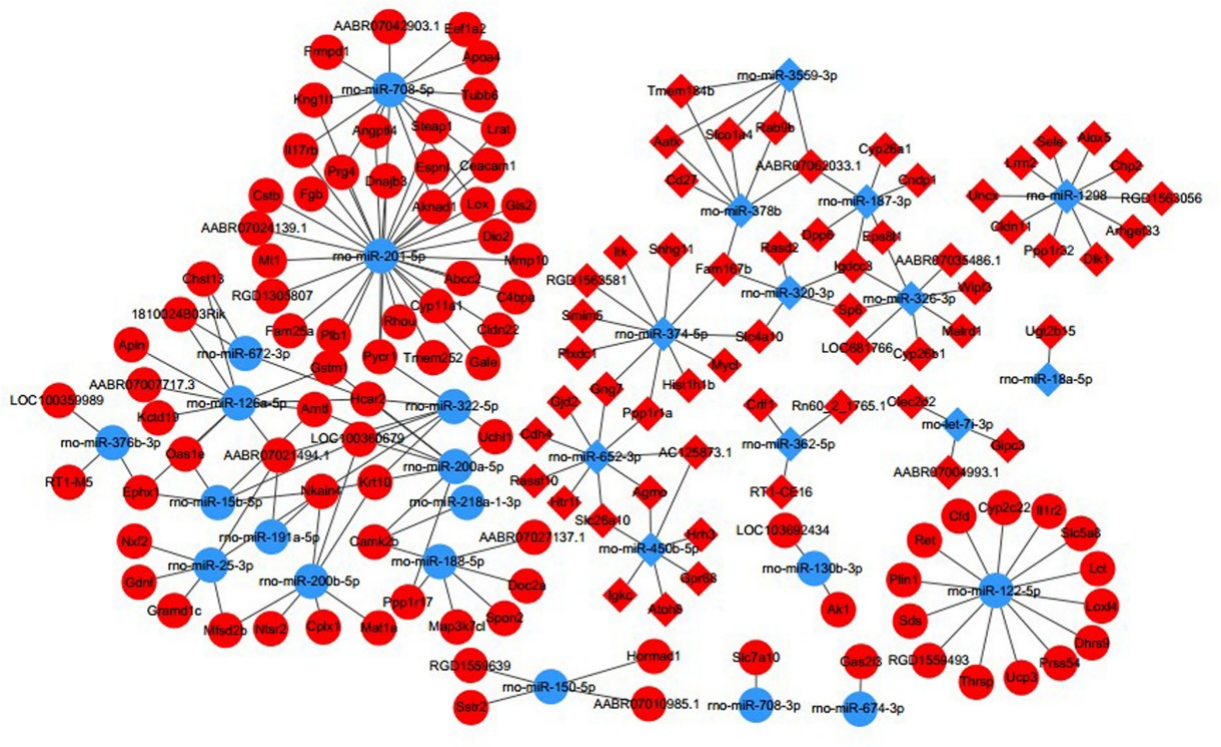
Integrated miRNA-mRNA analysis. The top 200 most negatively correlated putative miRNA-mRNA pairs (*P* < 0.05). Light blue circle indicates up-regulated miRNAs and red circle indicates down-regulated mRNAs. Light blue square indicates down-regulated miRNAs and red square indicates up-regulated mRNAs.

Interestingly, a substantial overlap of correlated genes between different DE miRNAs was observed. A group of up-regulated genes (*Gpnmb*, *Lox* (lysyl oxidase), LOC100360679, *Hcar2* (hydroxycarboxylic acid receptor 2), *Apoa4* (apolipoprotein A4), *Mat1a* (methionine adenosyltransferase 1A), *Cldn22* (claudin 22), *Steap1* (STEAP family member 1), *Gstm1*, *Arntl* (aryl hydrocarbon receptor nuclear translocator like), *Ephx1* (epoxide hydrolase 1), and *Cstb*) were predicted to be targeted by each of the down-regulated miRNAs (rno-miR-378b, rno-miR-374-5p, rno-miR-652-3p, rno-miR-187-3p, rno-miR-320-3p, and rno-miR-3559-3p). 

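All 12 genes were higher in the CI-AKI kidneys, and each had a fold change of at least 2 and an unadjusted p under 0.05. Adjusted over these 12 genes alone, all 12 had an adjusted p under 0.05, and over all genes tested 0 of them did (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the same adjustment, 9 of the 12 had an adjusted p under 0.05 by edgeR's exact test over all genes tested, and 11 by DESeq2's Wald test over the genes that pass its independent filtering. The q-values of the paper's S5 Table were under 0.05 for all 12. The list was drawn from the paper's own calls on the same libraries, so the first count shows no stability. The CI-AKI values lay above all control values for 10 of the 12 genes, the exceptions being *Steap1* and *Cstb*. *Hcar2* had at most 2 counts in each control, and the mean of the CI-AKI rats was 4.95 times the floor of 3 counts. That bound leaves out the spread between the CI-AKI rats, of which rat 3 had only 7 counts (0.346 CPM). Among the other genes, the log2 fold change ranged from 1.19 for *Lox* to 2.81 for *Gpnmb*. *Apoa4* was expressed at 6.52 ± 3.50 CPM (SD, n = 3) in the CI-AKI rats and at 0.947 ± 0.451 CPM in the controls, a log2 fold change of 2.78 (standard error 0.53, adjusted p = 0.359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Arntl* was expressed at 27.1 ± 8.82 CPM and 9.51 ± 3.82 CPM, a log2 fold change of 1.51 (standard error 0.34, adjusted p = 0.412). *Ephx1* was expressed at 874 ± 242 CPM and 332 ± 93.5 CPM, a log2 fold change of 1.40 (standard error 0.27, adjusted p = 0.366). LOC100360679, which the authors' table describes as ribosomal protein S18-like, had a log2 fold change of 1.20 (standard error 0.16, adjusted p = 0.359). Its reads could have been split with *Rps18* and LOC100362298, and the summed CPM of the 3 genes had a log2 fold change of 1.09. With one rat left out, *Lox* and *Cstb* had the fold change and the unadjusted p in 5 of the 6 fits each, and the other genes in all 6.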

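*Tmem184b*, *Cmah*, *Snhg11*, *Cndp1*, *Ppp1r1a*, *Prelid2*, *Gng7*, *Gjd2*, *Smim5*, *RT1-Db1* and *Rasd2* were all lower in the CI-AKI kidneys, each with a fold change of at least 2 and an unadjusted p under 0.05. The control values lay above all CI-AKI values for each of these 11 genes. Over all genes tested, 0 of the 11 had an adjusted p under 0.05, against all 11 when adjusted over these genes alone, which shows no stability for genes that were called on these libraries. With Benjamini-Hochberg adjustment, 9 of the 11 had an adjusted p under 0.05 by edgeR's exact test over all genes tested, and all 11 by DESeq2's Wald test over the genes that pass its independent filtering. All 11 had a q-value under 0.05 in the paper's S5 Table. The log2 fold changes ranged from -2.00 for *Rasd2* to -1.05 for *Cmah*. *Rasd2*, on chromosome 19 from 14653198 to 14663914, was expressed at 4.99 ± 0.729 CPM (SD, n = 3) in the CI-AKI rats and at 20.1 ± 2.51 CPM in the controls, and its log2 fold change had a standard error of 0.17. With each rat left out in turn, it stayed between -2.13 and -1.90. *RT1-Db1* was expressed at 19.6 ± 12.1 CPM in the CI-AKI rats and at 58.6 ± 25.5 CPM in the controls, a log2 fold change of -1.58 (standard error 0.47, adjusted p = 0.414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Smim5* overlaps *Recql5*, which had a mean of 479 counts per library against 68.5 for *Smim5*, so that the count of *Smim5* is uncertain. *Snhg11* overlaps SNORA71, which had a mean of 1.5 counts against 164 for *Snhg11*. *Tmem184b* and *Snhg11* had the fold change and the unadjusted p in 4 of the 6 fits that each left out one rat, *Cmah*, *Cndp1* and *Prelid2* in 5, and the others in all 6.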

Meanwhile, the up-regulated miRNAs (rno-miR-25-3p, rno-miR-30c-5p, rno-miR-126a-5p, rno-rno-miR-191a-5p, rno-miR-200a-5p, rno-miR-200b-5p, and rno-miR-322-5p) concurrently modulated a same group of down-regulated genes (*Tmem184b* (transmembrane protein 184B), *Cmah* (cytidine monophospho-N-acetylneuraminic acid hydroxylase), *Snhg11* (small nucleolar RNA host gene 11), *Cndp1* (carnosine dipeptidase 1), *Ppp1r1a* (protein phosphatase 1 regulatory inhibitor subunit 1A), *Prelid2* (PRELI domain containing 2), *Gng7*, Gjd2 (gap junction protein delta 2), *Smim5* (small integral membrane protein 5), *Itk* (IL2 inducible T cell kinase), *Rt1-db1* (RT1 class II, locus Db1), and *Rasd*2 (RASD family member 2)). The highly ranked miRNAs and genes in the networks were also presumed to be critical in the complex pathological process of CI-AKI.

### Validation using RT-qPCR

We selected miRNAs or mRNAs for further validation in the kidneys of six additional CI-AKI rats and six controls according to the following screening criteria: 1) The magnitude of their fold changes were significant between the groups; 2) the expression quantity should be adequate for successful detection via RT-qPCR; 3) they might play central roles by targeting multiple mRNAs or be targeted by multiple miRNAs; and 4) their previously identified functions were likely to be associated with CI-AKI. Consequently, a selected number of the DE mature miRNAs and 13 DE genes from the sequencing data were subsequently selected for RT-qPCR validation. 

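In the sequencing data, all 13 genes changed in the direction of the paper and had an unadjusted p under 0.05. Over all genes tested, their adjusted p-values ranged from 0.359 to 0.412 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the same adjustment, 11 of the 13 had an adjusted p under 0.05 by edgeR's exact test over all genes tested, and all 13 by DESeq2's Wald test over the genes that pass its independent filtering. The paper's own q-values in S5 Table were under 0.05 for all 13. A fold change of at least 2 was found for 12 of the 13. The exception was *Ppp1r1b*, which was expressed at 32.1 ± 4.35 CPM (SD, n = 3) in the CI-AKI rats and at 64.1 ± 15.8 CPM in the controls, a log2 fold change of -0.998 (standard error 0.19). It reached a fold change of 2 when the library sizes were used without TMM, or when the ratio of the group means of FPKM was taken. The values of the 2 groups did not overlap for 12 of the 13 genes, the exception being *Cstb*. *Irf2bp1* had a log2 fold change of -1.47 (standard error 0.29, adjusted p = 0.385), with 10.9 ± 2.12 CPM in the CI-AKI rats and 30.3 ± 11.0 CPM in the controls. *RT1-Ba* had a log2 fold change of -1.10 (standard error 0.29, adjusted p = 0.412), while *RT1-Bb*, which encodes the partner chain, had a log2 fold change of -0.25 (standard error 0.37, adjusted p = 0.796). *Slc16a1* and *Lrrcc1* had log2 fold changes of 1.34 and 1.24. *Gapdh*, the internal control of the RT-qPCR, was expressed at 488 ± 60.4 CPM in the CI-AKI rats and at 430 ± 21.5 CPM in the controls, a log2 fold change of 0.18 (standard error 0.13, adjusted p = 0.630).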

Finally, four miRNAs (rno-miR-126a-5p, rno-miR-322-5p, rno-miR-30c-5p, and rno-miR-378b) and 10 genes (*Gstm1*, *Gpnmb*, *Ephx1*, *Arntl*, *Cstb*, *Cndp1*, *Ppp1r1b*, *Ppp1r1a*, *Gng7*, *and Irf2bp1* (interferon regulatory factor 2 binding protein 1)) that were demonstrated to be aberrantly expressed in CI-AKI showed RT-qPCR results that were in accordance with the sequencing results (Fig 6A and 6B, S7 Table). Negative correlations between the validated miRNAs and genes were analyzed (Fig 7, S8 Table).

**Fig 6:**
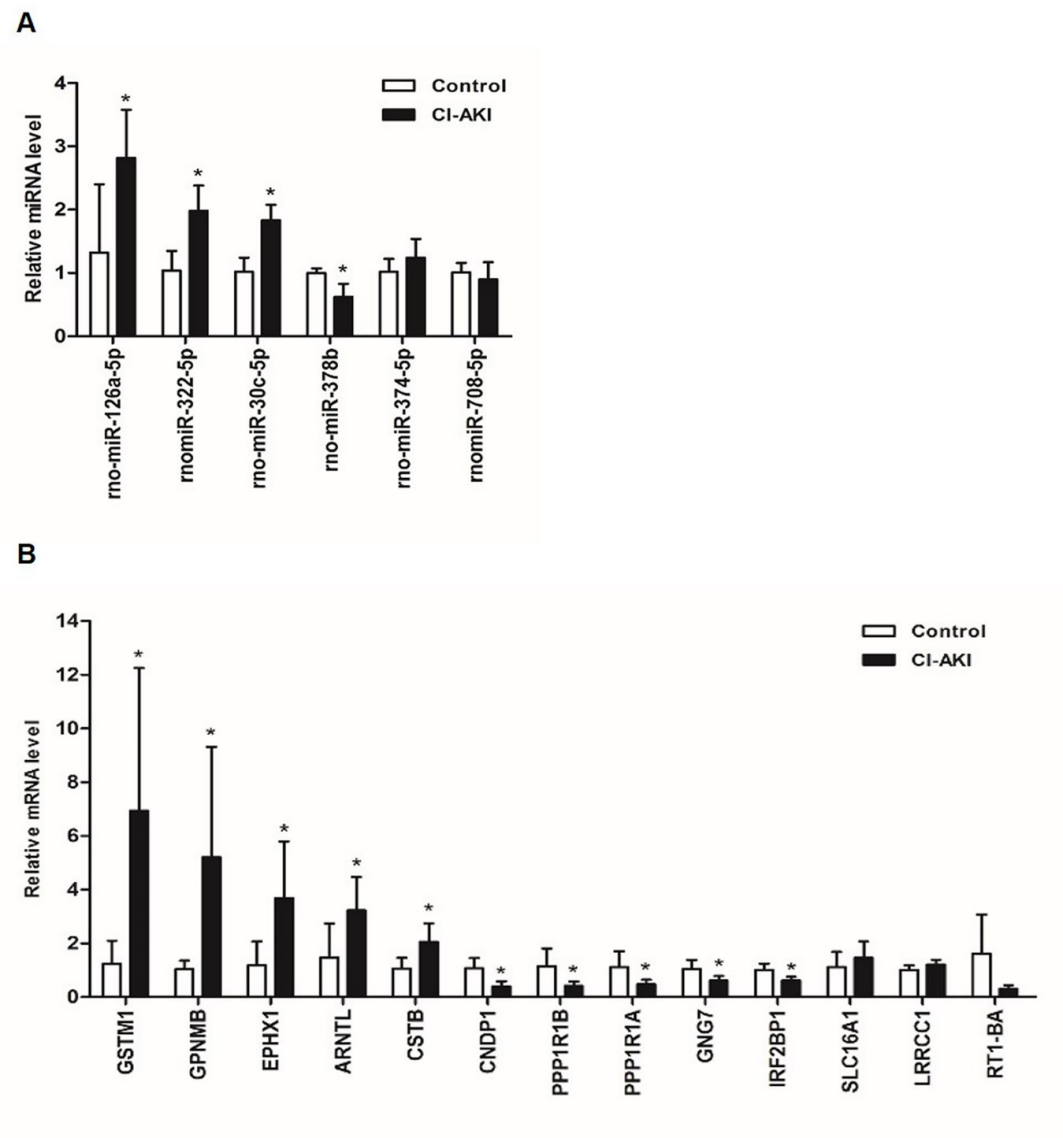
RT-qPCR validation. (A) RT-qPCR validation of six miRNAs selected from the miRNA sequencing data. N = 6 per group, *P < 0.05 vs. control group. (B) RT-qPCR validation of six mRNAs selected from the mRNA sequencing data. N = 6 per group, *P < 0.05 vs. control group.

**Fig 7:**
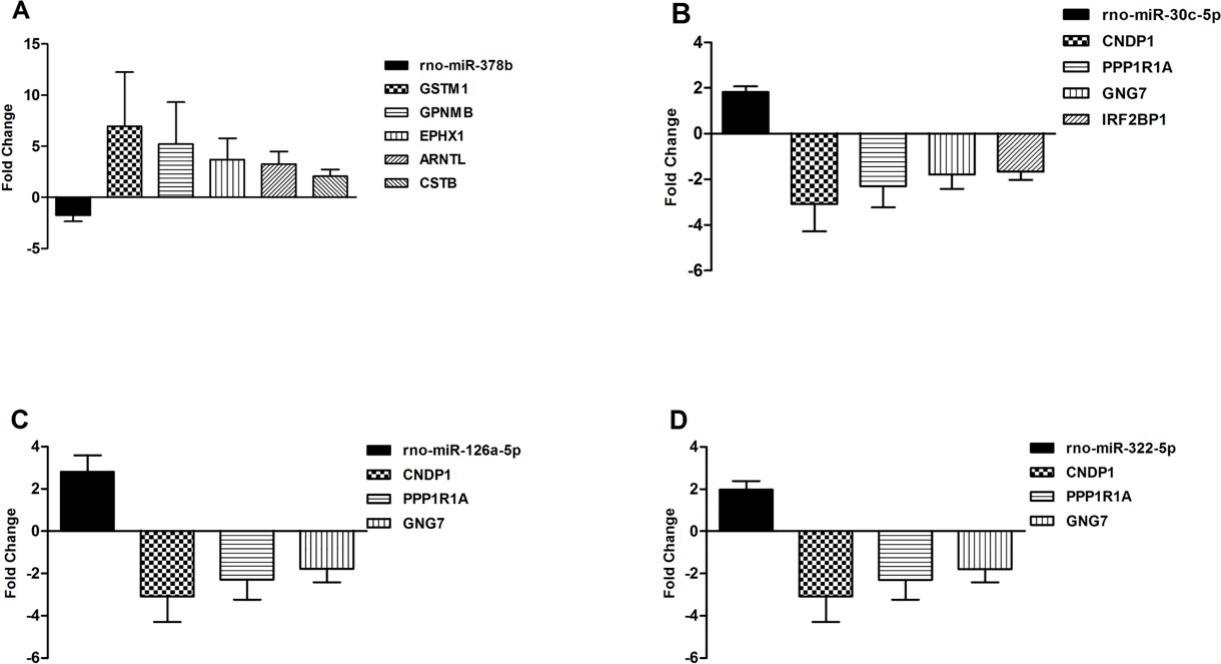
Putative negative miRNA-mRNA pairs validated by RT-qPCR (*P* < 0.05).

## Discussion

CI-AKI is a serious complication in the clinical practice of coronary arteriography; however, its precise pathological mechanism remains obscure. The present study aimed to identify the transcriptional regulatory mechanisms in the rat kidney following CM injury.

To investigate this issue, we developed a reproducible rat model following intra-arterial CM injection to simulate the process of arteriography. However, the widely used low-osmolarity CM did not induce kidney injury in rats as easily as the high-osmolarity CM, despite pretreatment with indomethacin and L-NAME [8, 26]. Water deprivation can result in hypovolemia and the activation of the renin-angiotensin system, which predisposes the kidney to injury. Sun et al. reported that the addition of water dehydration for 3 days before the experiment was adequate [22]. However, we observed that a prolonged dehydration period of 3 days was associated with increased mortality of the rats during the experiment. A dehydration period of 48 hours proved to be optimal in our study, which might be partly attributed to the fact that an intra-arterial route of low-osmolarity CM is associated with a transient higher osmolality in the renal circulation than that achieved via the intravenous route [25]. In addition, we selected a timeline of 12 hours post CM injection to explore the miRNA-mRNA regulatory patterns, instead of 24 hours or 8 hours, as previously reported [22, 23]. First, a striking elevation of function-related SCr was detectable at 24 hours post surgery, indicating that the crest-time of kidney injury reaction had passed. Second, Sun et al. identified only 11 DE miRNAs in the kidney of CI-AKI rats at 8 hours post-procedure, using the same screening criteria as those used in the present study [22]. That study was designed to investigate early diagnosis, indicating that a timeline of 8 hours might be a little too early to explore the roles of miRNAs in the pathogenesis of CI-AKI. Additionally, a time-course study conducted by Gutierrez-Escolano et al. showed that expression changes of several key miRNAs peaked at 12 hours after CM injection [23]. Moreover, an adequate elevation of SCr over baseline had already been observed at 12 hours post-procedure in our present study. Thus, we believe that the timeline of 12 hours may have some advantages. Under these conditions, a reliable CI-AKI rat model with remarkable SCr elevation and pronounced histopathological changes was developed, which was comparable to human CI-AKI following coronary arteriography.

Based on this model, we conducted genome-wide miRNA and mRNA expression profiling analysis in the kidneys obtained from CI-AKI rats and controls using state-of-the-art RNA-seq technology. Specifically, we identified 36 miRNAs and 453 mRNAs that were differentially expressed in rat kidneys at 12 hours post-CM administration. In a further bioinformatic analysis, 2037 putative negatively correlated miRNA-mRNA pairs were revealed to be potentially implicated in the pathogenesis of this iatrogenic disease. To the best of our knowledge, this study provided the first temporal characterization of integrated miRNA-mRNA expression profiles in CI-AKI rats following intra-arterial CM injection.

The importance of dysregulated miRNAs in relation to kidney injury following CM exposure has been documented previously [22, 23]. Gutierrez-Escolano et al. initially reported that 51 miRNAs were differentially expressed in rat kidneys after intravenous administration of CM [23]. Correspondingly, the rat homolog of human miR-30c-5p was also identified to be upregulated in our current study. MiR-30c-5p, a member of miR-30 family, had been implicated in the pathogenesis of various kidney diseases. In a hypoxia-reoxygenation model, up-regulating miR-30c-5p was identified to protect tubular epithelial cell from apoptosis by targeting suppressor of cytokine signaling-3 [47]. Despite this beneficial role, Zhu et al. recently noted the significance of miR-30c-5p in facilitating the expression of reactive oxygen species [48], which are known to damage tubular and endothelial cells directly [49]. Moreover, miR-30c-5p was significantly elevated in the urine of rats and human patients following ischemia-reperfusion-induced kidney injury, reaching a peak level at 2 hours post-procedure [50]. Thus, we proposed that miR-30c-5p may play complicated roles in CI-AKI and be dysregulated at an early stage. In a recent study, Sun et al. highlighted 11 DE miRNAs in the CI-AKI kidney tissues [22], including the highly expressed rno-miR-188-5p, which was also identified in our current results. MiR-188-5p is likely to modulate inflammation and c-Jun N-terminal kinase and p38 mitogen-activated protein kinase pathways by targeting mitogen-activated protein Kinase kinase kinase 3 (MAP3K3) expression, indicating a potential role in CI-AKI [51–53]. The present study also revealed several other promising miRNAs, which had not been previously reported in CI-AKI. Among them, miR-322-5p was recently reported to putatively target insulin-like growth factor 1, a factor known to protect cells from stress-induced apoptosis, leading to a pro-apoptosis effect [54, 55]. MiR-378b was observed to be down-regulated in carbon-tetrachloride treated mice and was suspected to promote liver fibrosis [56]. MiR-126a-5p was reported to stimulate epithelial-mesenchymal transdifferentiation [57], a hallmark of kidney fibrosis and the development of human chronic kidney disease [58]. The underexpressed rno-miR-378b and the overexpressed rno-miR-126a-5p may be associated with kidney fibrosis, leading to persistent renal damage in patients with CI-AKI [6].

As indicated in the KEGG enrichment analysis of these DE miRNAs, CM significantly increased several pathways in the rat kidney, including the AMPK, mammalian target of rapamycin (mTOR), Wnt, and TGF-β signaling pathways. AMPK and mTOR are two important energy-sensing pathways in the kidney. Both pathways are closely related to mitochondrial homeostasis and autophagy, in response to hypoxia, energy depletion, and oxidative stress [59]. Recently, CM was observed to contribute to the generation of reactive oxygen species and mitophagy in renal tubular epithelial cells in vitro [60]. The miRNAs implicated in these pathways might play important regulatory roles in oxidative stress-mediated mitochondrial dysfunction and mitophagy, a significant pathological process underlying CI-AKI [8]. The Wnt signaling pathway is recognized to promote repair and regeneration after acute kidney injury and facilitates the progression of chronic kidney disease [40]. This pathway may also modulate apoptosis of tubular epithelial cells during acute kidney injury induced by ischemia-reperfusion or cisplatin [61]. TGF-β signaling might induce profibrotic and protective effects as a response to kidney injury [41]. Taken together, the KEGG pathway analysis suggested that the DE miRNAs are potentially involved in several key pathways of CI-AKI development. Particularly, rno-miR-322-5p and rno-miR-378b were implicated in all of the important pathways mentioned above, indicating that they may have central roles in the regulation of CI-AKI. These miRNAs may serve as new targets for therapeutic intervention.

Additionally, we also characterized multiple DE mRNAs that might be essential for the pathogenesis of CI-AKI. For instance, *Cstb* is a ubiquitous cysteine cathepsin that has been extensively studied in non-alcoholic steatohepatitis. Tang et al. observed recently that *Cstb* might facilitate inflammation and apoptosis by promoting the expression and activity of caspase-1, as well as the secretion of IL-1β and IL-18 [44]. *Ephx1* levels were observed to be significantly elevated in the rat kidney following cisplatin treatment, although the function of this protein was not further elucidated [62]. Correspondingly, a large number of DE genes are connected to protective reactions against kidney injury. 

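*Gpnmb* was expressed at 105, 142 and 20.5 CPM in CI-AKI rats 1, 2 and 3, and at 12.3, 17.4 and 8.62 CPM in control rats 1, 2 and 3. The values of the 2 groups did not overlap, but that of CI-AKI rat 3 was close to the highest control. The fold change of the CI-AKI group over the controls was 7.00 by edgeR and 6.94 as the ratio of the group means of FPKM. With each rat left out in turn, its log2 ranged from 2.30, without CI-AKI rat 2, to 3.28, without CI-AKI rat 3.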

Among the overexpressed genes was *Gpnmb* (fold change = 3.61), which was observed to be highly expressed in macrophages following renal ischemic-reperfusion injury [43]. Upregulated *Gpnmb* was suspected to protect the kidney from injury by modulating the polarization of macrophages. *Gng7* could induce autophagy and cell death by inhibiting the mTOR pathway [45], and the reduced of this gene in our results might indicate a cytoprotective effect. These findings suggested that even in the relatively early stage of CI-AKI, the adaptive repair and recovery processes are already under way.

The bioinformatics analysis produced a library of putative miRNA-mRNA regulatory interactions. For example, rno-miR-378b was down-regulated in CI-AKI rats. Meanwhile, the over-expression of multiple transcripts (*Gstm1*, *Gpnmb*, *Ephx1*, *Arntl*, and *Cstb*) was negatively correlated with rno-miR-378b. The down-regulated genes (*Cndp1*, *Ppp1r1a*, *Gng7*, and *Irf2bp1*), were putatively targeted by the up-regulated rno-miR-30c-5p. Notably, we observed that a group of miRNAs might commonly regulate a group of genes. In other words, each of the genes in the same set was negatively correlated with all of the members of a certain group of miRNAs, and conversely, each miRNA might putatively target a group of genes. Briefly, our results suggested the complexity of the genetic networks controlling pathogenesis of CI-AKI, which to date has remained largely unexplored.

Despite the significant findings reported in this study, several limitations must also be recognized. First, we did not investigate the dynamic and tissue-specific expression profiles of the dysregulated miRNAs and genes. Thus, it remains unclear which miRNAs and genes are more crucial or specific in the kidney, or whether they exhibit the greatest effects. Second, the novel DE miRNAs identified using high-throughput sequencing were not included in our analysis. The large amounts of data generated require further excavation. Third, the high false-positive rate of the algorithms defining the relevant miRNA-mRNA interactions should also be considered. Thus, more studies are needed to verify the putative miRNA-mRNA pairs in CI-AKI, as well as the interaction mechanisms and downstream signaling pathways.

### Conclusions

In summary, our study identified the expression profiles of both miRNAs and mRNAs in a CI-AKI rat model following intra-arterial CM injection. We revealed a number of DE miRNAs and mRNAs that might be related to CI-AKI, and further illustrated a putative miRNA-mRNA regulatory network. Our results highlighted that the dysregulated miRNAs, as well as their potential targets, might be involved in various aspects of the pathology of CI-AKI, including inflammation, energy metabolism, oxidative stress reaction, cell proliferation and death, and interstitial fibrosis. Based on the integrated analysis, our findings provide the basis for further investigations of the pathogenesis of CI-AKI.

## Supporting information

S1 Table Changes of serum creatinine levels of the experimental rats. (DOCX) Click here for additional data file.

S2 Table Differentially expressed miRNAs between CI-AKI rats and controls. (XLS) Click here for additional data file.

S3 Table GO enrichment analysis of differentially expressed miRNAs. (XLS) Click here for additional data file.

S4 Table KEGG enrichment analysis of differentially expressed miRNAs. (XLS) Click here for additional data file.

S5 Table Differentially expressed mRNAs between CI-AKI rats and controls. 

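S5 Table gives, for each DE gene, the counts and the FPKM of the 3 CI-AKI rats and the 3 controls, the mean FPKM of each group, the log2 fold change, a p-value, a q-value and the direction. The counts of all 392 genes in its readable part equal those in the deposited table. For the 364 genes with an FPKM above 0 in both groups, the log2 fold change of S5 Table is the log2 of the ratio of the group means of FPKM, without a pseudocount. The other 28 genes had an FPKM of 0 in every rat of one group and are listed with an infinite log2 fold change. For 47 of the 392 genes, no library had 10 counts or more.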

(XLS) Click here for additional data file.

S6 Table miRNA-mRNA integrated analysis. (XLS) Click here for additional data file.

S7 Table qRT-PCR validation of selected DE miRNAs and mRNAs. (DOCX) Click here for additional data file.

S8 Table Putative negative miRNA-mRNA pairs validated by qRT-PCR. (DOCX) Click here for additional data file.

S1 Fig Negatively correlated putative miRNA-mRNA pairs. (JPG) Click here for additional data file.

# Supplementary material for: Co-expression analysis reveals dysregulated miRNAs and miRNA-mRNA interactions in the development of contrast-induced acute kidney injury
**Source:** PLoS One. 2019 Jul 15;14(7):e0218574. doi: 10.1371/journal.pone.0218574
**Supplement:** S1 Table

**S1 Table.** **Characteristics of the experimental rats**

| Serial No. | Body weight (g) | Baseline sCr (μmol/L) | Increasing amplitude of sCr (μmol/L) | Percent increment of sCr (%) | Median Paller score from 10 highmagnification (×200) fields |
| --- | --- | --- | --- | --- | --- |
| Control 1 | 380 | 42.0 | 29.0 | -28.6 | 4 |
| Control 2 | 390 | 56.0 | 40.0 | -28.6 | 5 |
| Control 3 | 370 | 44.0 | 36.0 | -18.2 | 2 |
| Control 4 | 310 | 41.0 | 35.0 | -14.6 | 2 |
| Control 5 | 384 | 55.0 | 64.4 | 17.1 | 3 |
| Control 6 | 376 | 59.0 | 58.7 | -0.5 | 3 |
| Control 7 | 387 | 68.0 | 51.0 | -25.0 | 5 |
| Control 8 | 400 | 55.0 | 61.8 | 12.4 | 3 |
| Control 9 | 340 | 60.0 | 55.0 | -8.3 | 5 |
| Case 1 | 350 | 49.0 | 94.0 | 91.8 | 10 |
| Case 2 | 360 | 40.4 | 74.0 | 81.2 | 8 |
| Case 3 | 300 | 41.0 | 72.0 | 75.6 | 8 |
| Case 4 | 340 | 58.0 | 77.7 | 33.3 | 7 |
| Case 5 | 300 | 24.0 | 44.0 | 83.3 | 8 |
| Case 6 | 395 | 58.0 | 89.1 | 53.6 | 8 |
| Case 7 | 300 | 57.0 | 80.0 | 40.4 | 8 |
| Case 8 | 385 | 36.2 | 49.0 | 35.4 | 7 |
| Case 9 | 350 | 31.9 | 46.0 | 44.2 | 9 |

# Supplementary material for: Co-expression analysis reveals dysregulated miRNAs and miRNA-mRNA interactions in the development of contrast-induced acute kidney injury
**Source:** PLoS One. 2019 Jul 15;14(7):e0218574. doi: 10.1371/journal.pone.0218574
**Supplement:** S7 Table

**S8 Table. Relative expression of selected differentially expressed miRNAs and mRNAs through qRT-PCR**

| miRNA/miRNA | Relative miRNA/mRNA level (Mean ± SD) | | Regulation | *P* value |
| --- | --- | --- | --- | --- |
|  | Control | CI-AKI |  |  |
| rno-miR-126a-5p | 1.32 ± 1.08 | 2.82 ± 0.76 | Up | 0.019 |
| rno-miR-322-5p | 1.04 ± 0.31 | 1.98 ± 0.40 | Up | 0.001 |
| rno-miR-30c-5p | 1.02 ± 0.22 | 1.83 ± 0.25 | Up | < 0.001 |
| rno-miR-378b | 1.00 ± 0.07 | 0.62 ± 0.21 | Down | 0.002 |
| rno-miR-374-5p | 1.02 ± 0.20 | 1.24 ± 0.30 | Up | 0.165 |
| rno-miR-708-5p | 1.01 ± 0.15 | 0.90 ± 0.27 | Down | 0.408 |
| GSTM1 | 1.24 ± 0.86 | 6.94 ± 5.32 | Up | 0.027 |
| GPNMB | 1.04 ± 0.31 | 5.21 ± 4.10 | Up | 0.032 |
| EPHX1 | 1.18 ± 0.89 | 3.68 ± 2.11 | Up | 0.023 |
| ARNTL | 1.47 ± 1.27 | 3.23 ± 1.24 | Up | 0.036 |
| CSTB | 1.06 ± 0.40 | 2.05 ± 0.70 | Up | 0.013 |
| CNDP1 | 1.07 ± 0.38 | 0.39 ± 0.20 | Down | 0.003 |
| PPP1R1B | 1.15 ± 0.66 | 0.42 ± 0.15 | Down | 0.024 |
| PPP1R1A | 1.12 ± 0.58 | 0.48 ± 0.16 | Down | 0.028 |
| GNG7 | 1.04 ± 0.34 | 0.61 ± 0.17 | Down | 0.017 |
| IRF2BP1 | 1.02 ± 0.22 | 0.62 ± 0.13 | Down | 0.003 |
| SLC16A1 | 1.12 ± 0.56 | 1.46 ± 0.61 | Up | 0.334 |
| LRRCC1 | 1.01 ± 0.16 | 1.21 ± 0.18 | Up | 0.063 |
| RT1-BA | 1.62 ± 1.45 | 0.31 ± 0.13 | Down | 0.052 |

# Supplementary material for: Co-expression analysis reveals dysregulated miRNAs and miRNA-mRNA interactions in the development of contrast-induced acute kidney injury
**Source:** PLoS One. 2019 Jul 15;14(7):e0218574. doi: 10.1371/journal.pone.0218574
**Supplement:** S8 Table

**S9 Table.** **Putative negative miRNA-mRNA pairs validated by qRT-PCR**

| miRNAs | Fold change  (mean ± SD) | mRNAs | Fold change  (mean ± SD) | Correlation | *P* value |
| --- | --- | --- | --- | --- | --- |
| rno-miR-378b | -1.76 ± 0.57 | GSTM1 | 6.94 ± 5.32 | -0.99 | <0.001 |
| rno-miR-378b | -1.76 ± 0.57 | GPNMB | 5.21 ± 4.10 | -0.97 | 0.002 |
| rno-miR-378b | -1.76 ± 0.57 | EPHX1 | 3.68 ± 2.11 | -0.96 | 0.003 |
| rno-miR-378b | -1.76 ± 0.57 | ARNTL | 3.23 ± 1.24 | -0.96 | 0.003 |
| rno-miR-378b | -1.76 ± 0.57 | CSTB | 2.05 ± 0.70 | -0.96 | 0.002 |
| rno-miR-30c-5p | 1.83 ± 0.25 | CNDP1 | -3.08 ± 1.21 | -0.92 | 0.008 |
| rno-miR-30c-5p | 1.83 ± 0.25 | PPP1R1A | -2.30 ± 0.93 | -0.92 | 0.010 |
| rno-miR-30c-5p | 1.83 ± 0.25 | GNG7 | -1.79 ± 0.62 | -0.96 | 0.002 |
| rno-miR-30c-5p | 1.83 ± 0.25 | IRF2BP1 | -1.67 ± 0.35 | -0.94 | 0.005 |
| rno-miR-126a-5p | 2.82 ± 0.76 | CNDP1 | -3.08 ± 1.21 | -0.95 | 0.004 |
| rno-miR-126a-5p | 2.82 ± 0.76 | PPP1R1A | -2.30 ± 0.93 | -0.94 | 0.006 |
| rno-miR-126a-5p | 2.82 ± 0.76 | GNG7 | -1.79 ± 0.62 | -0.95 | 0.003 |
| rno-miR-322-5p | 1.98 ± 0.40 | CNDP1 | -3.08 ± 1.21 | -0.93 | 0.006 |
| rno-miR-322-5p | 1.98 ± 0.40 | PPP1R1A | -2.30 ± 0.93 | -0.98 | <0.001 |
| rno-miR-322-5p | 1.98 ± 0.40 | GNG7 | -1.79 ± 0.62 | -0.97 | 0.001 |

How the deposited data were processed for this re-analysis (not part of the article)

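Kidney RNA of 6 male Sprague-Dawley rats was sequenced, with 3 rats in the CI-AKI group and 3 in the control group and 1 library per rat. According to the paper's methods, ribosomal RNA was removed, libraries were read as paired ends, and expression was computed with StringTie and the trimmed mean of M values (TMM). The authors deposited 1 table with 30957 genes, which gives for each library a raw count per gene, without normalization, and an FPKM value that the authors computed. The deposited FPKM values were checked against the counts over the 11819 genes with at least 50 counts in every library. The median ratio of FPKM to count, multiplied by the total count of the library, was equal to 1 relative to control rat 1 in all 6 libraries, so the FPKM values are scaled by the total count and carry no TMM factor. The paper's text does not state the aligner, the annotation or the strand setting used for the mRNA reads. The raw reads, the small RNA libraries and the RT-qPCR were not analysed here, and 0 columns of the table were left unused. Samples were grouped by their deposited labels, whose numbered columns carry the same words.

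The counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 count in any library were kept, which left 20878 genes, and TMM factors were computed over them. Dispersions were estimated with the group as the only term of the design, and the groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest) and with Benjamini-Hochberg adjustment over all genes tested. A DE gene had a log2 fold change of at least 1 in either direction and an unadjusted p under 0.05, as in the paper's criteria. The adjusted p under 0.05 was reported beside it. Expression is given as TMM-normalized CPM, and the groups were called apart for a gene when the 3 CI-AKI values all lay on one side of the 3 control values. The principal components, the clustering and the correlations between libraries used log2 CPM with a prior count of 2 over the 14564 genes kept by filterByExpr. Predefined gene sets were tested with fry of limma 3.58.1 on the same fit, adjusted over the 12 sets.

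The genes named in the text are every gene that the paper names in its mRNA results, its RT-qPCR and its discussion of these data, *Gapdh*, the members of a gene set that is reported, and the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05, a fold change of at least 2 and groups apart. The last part of this rule gave 0 genes. *Rps18*, LOC100362298, the *Gstm* family, *Recql5* and SNORA71 were named after the values were seen, because their reads could be shared with a named gene.

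The libraries held between 20094729 and 23058144 counts. A floor of 3 counts was used. For a gene named in the text, a fold change against a group with no more than 3 counts in any library is given as a lower bound. DE genes were called by the fitted fold change. The calls were tested on simulated data made from the means and library sizes of the real samples, with 200 genes, each with a mean of at least 50 counts, changed by known fold changes. The quasi-likelihood test recovered 100% of the changed genes at an adjusted p under 0.05 among 20347 genes and called 1 unchanged gene, and the median absolute error of the log2 fold change was 0.104. The simulated dispersion was 0.02, lower than the common dispersion of 0.0445 in the real libraries.

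The alternatives were DESeq2's size factors or the library size alone in place of TMM, edgeR's exact test, the Wald test of DESeq2 1.42.0, limma's trend test on log2(FPKM + 0.1) and on log2(FPKM + 1), the ratio of the group means of FPKM as the fold change, filterByExpr, at least 10 counts in every library, the replicate number as a block, and each rat left out in turn. These were set before the data were examined. A minimum of 2 counts in total and the newer quasi-likelihood method of edgeR 4 were chosen after seeing the data. The same replicate numbers in both groups come from the labels and belong to different rats, and the paper names no pairing.

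For the pairs of miRNAs and mRNAs, the miRNA values are those of the paper's S2 Table, and Pearson's r over the 6 rats was computed between each of 36 mature miRNAs and the FPKM of each of the 392 genes in the readable part of S5 Table. These calculations and the plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.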

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

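The test with other splits of the rats was chosen only after the result was seen, as was the limit that brought this set here, namely an increase with an unadjusted p under 0.05.

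A set of 4 clock genes whose expression runs in phase with *Arntl* (*Clock*, *Npas2*, *Cry1* and *Nfil3*), which the paper does not discuss, was higher in the CI-AKI kidneys than in the controls. Its median log2 fold change was 0.88, and 4 of the 4 genes were higher. The adjusted p over the 12 sets was 0.126 (fry of limma with Benjamini-Hochberg adjustment), so the set failed the correction. The mean deviations of the set from the 6-library mean were 0.56, 0.65 and -0.10 (log2) in CI-AKI rats 1, 2 and 3 and -0.72, -0.23 and -0.16 in control rats 1, 2 and 3. CI-AKI rat 3 was therefore above control rat 3 by little. Over the 10 alternatives tried for the gene sets, the median stayed between 0.73 and 0.99, and the adjusted p ranged from 0.0370, without CI-AKI rat 3, to 0.411, with the replicate number as a block. By unadjusted p from fry, 1 of the 10 splits of the 6 rats into 3 and 3, the real one, gave as small a p for the set, and 10 splits cannot give a share under 0.1.

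A candidate explanation for the increase of *Arntl* and of this set is a different circadian phase of the kidneys at harvest. A set of 10 clock genes that run in antiphase to *Arntl* had a median log2 fold change of -0.75, and 0 of the 10 genes were higher in CI-AKI. Its adjusted p was 0.126, and over the alternatives it ranged from 0.0419 to 0.411. Both directions are those of a shift in phase, but neither set passed the correction with all 6 rats, so the test does not decide it. *Per1*, *Per2* and *Hlf*, singled out after their values were seen, changed least, with log2 fold changes of -0.14, -0.11 and -0.09. The total counts of the groups overlapped, and the median total differed by -3.76% between CI-AKI and control, which leaves no difference in library size to account for the pattern. The clock times of the harvests are not in the labels or in the paper's text. The pattern cannot be told apart from a difference in harvest time or from chance, and an effect of the contrast medium on the renal clock is a hypothesis that these data do not separate from them.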

How the results depend on the processing

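No test in this part was chosen only after its result was seen, apart from the alternatives described as added.

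With DESeq2's size factors, the library size alone or the ratio of the group means of FPKM, the number of DE genes was 411, 409 and 416 against 414, and 0 genes had an adjusted p under 0.05, with 2194, 2187 and 2196 genes at an unadjusted p under 0.05. None of these scalings moved the share of upregulated genes by more than 10 percentage points. The number of detectable genes was between 14564 and 20878 under the definitions tried for it, which did not include the filter of 10 counts in every library.

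The choice of test moved the counts more than these scalings did. The Wald test of DESeq2 called 275 DE genes, 110 of them downregulated and 159 with groups apart, and 61 genes with a fold change of at least 2 and an adjusted p under 0.05 over the genes that pass its independent filtering. The exact test of edgeR called 382 DE genes, and 42 genes with an adjusted p under 0.05 and a fold change of at least 2. With limma's trend test on log2(FPKM + 0.1), 147 genes were upregulated, 196 DE genes had groups apart, and 161 genes of S5 Table were called again. With log2(FPKM + 1), 40 DE genes were called, 21 upregulated and 19 downregulated, of which 27 had groups apart; 39 genes of S5 Table were called. The cause was not tested. The DE genes were chosen by their difference between the groups, so their number with groups apart is not set against the 10% of a single gene under chance.

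The filters removed genes with few counts. With filterByExpr, 192 DE genes were called (102 upregulated and 90 downregulated), 132 with groups apart, and 183 genes of S5 Table were called again. With at least 10 counts in every library, these numbers were 151 (83 and 68), 96 and 148. Under both filters 0 genes had an adjusted p under 0.05, with 1949 and 1937 genes at an unadjusted p under 0.05. Of the DE genes called without a filter, 118 had fewer than 10 counts in every library. For these the depth of the data limits the fold change.

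With the replicate number as a block, 311 DE genes were called, 180 with groups apart, and 0 genes had an adjusted p under 0.05, with 2110 at an unadjusted p under 0.05. All 12 gene sets kept the direction of their median, and their smallest adjusted p was 0.411. The rats with the same number are different animals, and the correlation of their deviations from the group means was 0.032 on average, so the numbers do not pair the rats.

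Among the rats left out in turn, CI-AKI rat 3 moved the number of DE genes most. Across the 6 fits that each left out one rat, from 282 to 976 DE genes were called, from 130 to 408 upregulated and from 145 to 568 downregulated, with groups apart for 268 to 948. The number with an adjusted p under 0.05 and a fold change of at least 2 was 468 without CI-AKI rat 3 and 0 in the other 5 fits, and the number at an unadjusted p under 0.05 ranged from 1085 to 5263. Between 163 and 295 genes of S5 Table were called again. Of the 414 DE genes, 300 were also called without CI-AKI rat 3.

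Across the same 6 fits, the median log2 fold change ranged from -1.04 to -0.62 for the clock genes in antiphase to *Arntl*, from 0.73 to 0.99 for those in phase with it, from 0.19 to 0.35 for the lysosome set, from 0.15 to 0.53 for the NRF2 targets, from -1.63 to -0.57 for the T cell set and from -0.47 to -0.27 for the medulla set. Without CI-AKI rat 3, these 6 sets passed the adjusted p of 0.05, the smallest being 0.00573 for the lysosome set, and in the other 5 fits no set did. The adjusted p of the lysosome set ranged up to 0.514 over its alternatives. The median changed sign for the hepatocyte set (-0.11 to 0.22), the macrophage set (-0.094 to 0.046), the MHC class II set (-0.28 to 0.056) and the proximal tubule set (-0.42 to 0.081).

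Over 476 tests of 30 single genes under the alternatives set before the data were examined, 448 kept their side of the threshold, 20 became weaker, 8 became stronger and 0 reversed. The 8 that became stronger were all *Ppp1r1b*, whose fold change is at the limit. Of the 20 that became weaker, 10 came from limma's trend test on log2(FPKM + 1). All of these genes except *Gapdh* were taken from the paper's calls on the same libraries, and the alternatives refit the same counts. The tally therefore compares settings and shows no stability. The filter of 10 counts in every library tested 27 of the 30 genes.

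Of the combinations of miRNA and mRNA at or past the weakest listed correlation, 100% were listed in the readable part of S6 Table, against 69.9% when log2 values were correlated. With the 14 miRNAs that had at least 100 reads in every library, 805 of 805 were listed.

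A minimum of 2 counts in total, chosen after seeing the data, left 19732 genes and 399 DE genes. The newer quasi-likelihood method of edgeR 4, also chosen after seeing the data, called 445 DE genes. Both gave 0 genes with an adjusted p under 0.05, with 2175 and 2254 at an unadjusted p under 0.05.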

Differences from the paper's values

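The comparison with a minimum of 2 counts in total was chosen only after the result was seen.

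Of the 392 genes in the readable part of S5 Table, 296 were called here by the paper's criteria, while edgeR's exact test called 324 and the ratio of the group means of FPKM 297. In that part, 61 genes have a q-value under 0.05 in the paper. In the present test, 0 genes had a fold change of at least 2 and an adjusted p under 0.05, while 2196 had an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test, adjusted over the genes that pass its independent filtering, gave 61 genes and edgeR's exact test gave 42, both within 1.5 times the paper's number. The other alternatives did not close the gap. They gave 0 genes, apart from the fit without CI-AKI rat 3, which gave 468.

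The paper's text gives 19732 detectable transcripts, against 20878 genes here, which is within 1.5 times. A minimum of 2 counts in total gave 19732 genes, and this alternative was chosen after seeing the values. The paper's 453 DE genes, 276 upregulated and 177 downregulated, compare with 414, 226 and 188 here, also within 1.5 times. The readable part of S5 Table alone marks 277 genes as upregulated, more than the 276 of the paper's text, so the paper's split is uncertain.

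The paper calls *Ppp1r1b* a DE gene, while its log2 fold change was -0.998 here, short of the limit of 1 in size. It was called when only the library size was used for scaling, with the ratio of the group means of FPKM, with DESeq2's Wald test, with filterByExpr, and with at least 10 counts in every library, as well as without control rat 1, without control rat 2 and without CI-AKI rat 1. It was also called with the minimum of 2 counts in total, chosen after seeing the values.

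For *Gpnmb*, the paper's discussion gives a fold change of 3.61, while the fold change here was 7.00. The log2 fold change of *Gpnmb* in the paper's S5 Table is 2.80, and here it was 2.81. Among the 29 genes the paper names and S5 Table lists, the log2 fold changes differed from those here by at most 0.06.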

Other observations

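The tests of CI-AKI library 3, of reads shared with other genes, of a strain variant, of the splits for the clock genes, of the splits that keep CI-AKI rats 1 and 2 together and of the splits by unadjusted p were chosen only after the result was seen. It was also settled after the values of the gene sets were seen that a set with the predicted direction and an adjusted p above 0.05 leaves its explanation open.

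CI-AKI library 3 lay apart from the other CI-AKI libraries. At the 200 genes with the smallest p in the fit without it, it was nearer the mean of its own group than that of the controls at 5% of the genes. When the other 5 libraries were left out in the same way, they were nearer their own group at 65% to 84% of the genes. A mislabelled sample would give this, and so would a CI-AKI rat whose kidney responded little in expression, and the test does not separate the 2. The column and the label of this library carry the same group. Technical explanations were tested on the same library. Its deviations from the mean across genes had a Spearman's rho of 0.0292 with gene length, its total differed by 0.432% from that of the nearest library, and its 10 most counted genes took 10.2% of its counts, within the 9.87% to 11.1% of the others. Against CI-AKI libraries 1 and 2, its medulla set was higher by 0.20 and its proximal tubule set by 0.63 (mean log2). A larger share of cortex would lower the medulla set, which was not lower. The mean deviations of the medulla set were -0.13, -0.41 and -0.07 in CI-AKI libraries 1, 2 and 3. The rise was therefore small beside the spread between libraries 1 and 2. A different share of medulla against cortex in the kidney piece is not excluded by this test. A mislabelled sample remains, and a weak response of this rat remains as a hypothesis. In S1 Table, every CI-AKI rat had a larger rise of serum creatinine and a higher Paller score than every control. S1 Table does not state which of its rats were sequenced, and it does not measure the response in expression.

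The number of DE genes was compared with that from other splits of the 6 rats into 3 and 3. As many DE genes as the 414 of the real split were found in 4 of the 10 splits, the real one included, and as many with groups apart in 4 of the 10. The other splits gave between 171 and 751 DE genes. The highest number came from control rat 2 with CI-AKI rats 1 and 2 against the rest. This split exchanges control rat 2 and CI-AKI rat 3, and it had 16 genes past the adjusted p and the fold change. Exchanged labels of these rats would give this. Against it, Pearson's r of control rat 2 was 0.984 and 0.982 with the other controls, but 0.976 and 0.977 with CI-AKI rats 1 and 2. The split was singled out after its value was seen, so an exchange is left open. Among the 4 splits that part all 3 pairs of rats with the same number, 2 gave as many, and the other 6 splits part 1 such pair. The real split has 0 genes with a fold change of at least 2 and an adjusted p under 0.05, with 2196 at an unadjusted p under 0.05, so that all 10 of the 10 splits had to give as many, and 4 of the splits had at least 1 such gene. The 4 splits with as many DE genes are those that keep CI-AKI rats 1 and 2 on one side, and the other 6 splits gave between 171 and 283. By the number of genes at an unadjusted p under 0.05, 2 of the 10 splits gave as many as the real one, itself included. Since 10 splits cannot give a share under 0.1, and the splits with as many DE genes also part CI-AKI rats 1 and 2 from most controls, the comparison does not decide, and the number of DE genes cannot be told apart from chance by it.

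A different share of medulla against cortex, a difference in library size and blood left in the kidney were weighed as other explanations of the DE genes. The medulla set had a median log2 fold change of -0.33 (adjusted p = 0.126 from fry of limma with Benjamini-Hochberg adjustment; 2 of 12 genes higher), and the adjusted p ranged from 0.0370 to 0.411 over the alternatives. The proximal tubule set had a median of -0.06 and did not move in the opposite direction. The median total count differed by -3.76%, and the totals of the groups overlapped. The red blood cell set, which is incomplete because only 4 of the 8 listed genes had counts, was higher by a median of 0.46 in 4 of 4 genes with an adjusted p of 0.230, so blood left in the kidney could not be excluded.

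The hepatocyte set, tested for liver RNA in the libraries, had a median log2 fold change of 0.12 (adjusted p = 1.00 from fry; 12 of 20 genes higher) and was not highest in CI-AKI rat 1, the rat with the most reads of miR-122-5p in the paper's S2 Table. Liver RNA is therefore an unlikely source of the liver-enriched transcripts, such as *Apoa4*.

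The macrophage set had a median log2 fold change of -0.11 (adjusted p = 1.00 from fry; 4 of 10 genes higher). The set as a whole was therefore not higher beside the higher *Gpnmb* and *Cstb*. Among its genes, singled out after their values were seen, *Cd68*, *Lgals3* and *C1qc* had log2 fold changes of 0.90, 0.68 and 0.38. The mean deviation of the set was 0.05 and 0.18 in CI-AKI rats 1 and 2 against -0.21 in CI-AKI rat 3. It was -0.12, 0.20 and -0.10 in control rats 1, 2 and 3, so that control rat 2 was highest. A change in macrophages that *Cd68*, *Lgals3* and *C1qc* carry is not excluded by the median. The lysosome set was higher by a median of 0.29 in 13 of 16 genes, with an adjusted p of 0.230, and failed the correction. The tubular injury set had a median of 0.56 (10 of 15 genes higher) with an adjusted p of 0.799. Its mean deviation was -0.65 in CI-AKI rat 3, against 0.50 and 0.69 in CI-AKI rats 1 and 2, and 0.35 in control rat 2.

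The T cell set was lower in the CI-AKI kidneys, with a median log2 fold change of -0.86 and 1 of 10 genes higher. Its adjusted p was 0.230 from fry and ranged from 0.0370 to 0.514 over the alternatives. The mean deviation of the T cell set was -0.87, -0.77 and 0.37 in CI-AKI rats 1, 2 and 3. It was 0.52, 0.58 and 0.17 in control rats 1, 2 and 3, so CI-AKI rat 3 was above control rat 3. Fewer T cells in the kidney may account for the lower set, but the set failed the correction, so this stays open. The MHC class II set, without *RT1-Ba* and *RT1-Db1*, had a median of -0.16. The genes of the partner chains, *RT1-Bb* and *RT1-Da*, had log2 fold changes of -0.25 and -0.15, a mean of -0.20, while *RT1-Ba* and *RT1-Db1* had -1.10 and -1.58. The small change of the partner chains met the prediction for a strain variant in *RT1-Ba* and *RT1-Db1* that differs from the reference, but the values per rat did not follow the groups. The ratio of *RT1-Ba* to *RT1-Bb* was 0.481, 0.951 and 0.457 in CI-AKI rats 1, 2 and 3, and 1.03, 1.06 and 0.956 in control rats 1, 2 and 3. The ratio of *RT1-Db1* to *RT1-Da* was 0.200, 0.690 and 0.244 in the CI-AKI rats and 1.14, 0.665 and 1.08 in the controls. A variant carried by all CI-AKI rats and no control therefore does not account for the lower genes. In CI-AKI rat 2, the ratio of *RT1-Ba* to *RT1-Bb* was near those of all controls. Its ratio of *RT1-Db1* to *RT1-Da* was near that of control rat 2 only, and below those of control rats 1 and 3. Both ratios were lowest in CI-AKI rats 1 and 3, so variants carried by some of the rats remain a possible explanation. A variant in CI-AKI rats 1 and 3 only was not tested, and the reads that could show it were not used here. The lower *RT1-Ba* and *RT1-Db1* therefore cannot be assigned to the contrast medium.

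The NRF2 target set had a median log2 fold change of 0.31 (adjusted p = 0.799 from fry; 9 of 13 genes higher), and its adjusted p ranged from 0.0419 to 0.971 over the alternatives. The mean deviation of the NRF2 target set was 0.54, 0.37 and -0.45 in CI-AKI rats 1, 2 and 3. It was -0.11, 0.04 and -0.39 in control rats 1, 2 and 3. In CI-AKI rat 3, *Gstm1* (69.7 CPM) and *Ephx1* (612 CPM) were above all controls, while the set was not. This rests on 1 library, so induction of NRF2 targets stays a possible explanation of the higher *Gstm1* and *Ephx1* that the test leaves open. *Gstm7*, the most counted of the other *Gstm* genes, had a log2 fold change of 0.72, so reads moved from it to *Gstm1* do not account for the increase of *Gstm1*.

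LOC100360679 could share reads with *Rps18* and LOC100362298. The summed CPM of the 3 genes had a log2 fold change of 1.09 with groups apart, so a shift of reads among them does not account for its increase. LOC100360679 supplied most of the sum, 317 of 337 CPM in the CI-AKI rats and 138 of 158 CPM in the controls. The test therefore cannot tell whether the reads counted on it came from transcripts of *Rps18*. *Rps18* itself had a log2 fold change of -0.17. No biological explanation was tested for this gene.

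The listed pairs of miRNAs and mRNAs were compared with all combinations of the 36 mature miRNAs and the 392 readable genes. The readable part of S6 Table holds 832 negative and 1155 positive pairs, and for the 1784 pairs between these miRNAs and genes the recomputed Pearson's r equals the listed one within rounding. The weakest listed values are -0.901 and 0.901. By rounding, 1 of the 1784 pairs fell short of them by 3.83e-09 when recomputed. At or past them lay 1783 combinations, 707 of them negative, and 100% were listed (95% Wilson interval from 99.8% to 100%). No combination past these values was left out of this part of the table, so no restriction to predicted targets was found in it. The part of the table with weaker correlations was not analysed here. No biological explanation was tested.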
